# Poly (ADP) ribose polymerase enzyme inhibitor, veliparib, potentiates chemotherapy and radiation in vitro and in vivo in small cell lung cancer

**DOI:** 10.1002/cam4.317

**Published:** 2014-08-13

**Authors:** Taofeek K Owonikoko, Guojing Zhang, Xingming Deng, Michael R Rossi, Jeffrey M Switchenko, Gregory H Doho, Zhengjia Chen, Sungjin Kim, Sandy Strychor, Susan M Christner, Jan Beumer, Chunyang Li, Ping Yue, Alice Chen, Gabriel L Sica, Suresh S Ramalingam, Jeanne Kowalski, Fadlo R Khuri, Shi-Yong Sun

**Keywords:** Carboplatin, cisplatin, etoposide, PARP, SCLC, veliparib (ABT-888)

## Abstract

Poly (ADP) ribose polymerase (PARP) plays a key role in DNA repair and is highly expressed in small cell lung cancer (SCLC). We investigated the therapeutic impact of PARP inhibition in SCLC. In vitro cytotoxicity of veliparib, cisplatin, carboplatin, and etoposide singly and combined was determined by MTS in 9 SCLC cell lines (H69, H128, H146, H526, H187, H209, DMS53, DMS153, and DMS114). Subcutaneous xenografts in athymic nu/nu mice of H146 and H128 cells with relatively high and low platinum sensitivity, respectively, were employed for in vivo testing. Mechanisms of differential sensitivity of SCLC cell lines to PARP inhibition were investigated by comparing protein and gene expression profiles of the platinum sensitive and the less sensitive cell lines. Veliparib showed limited single-agent cytotoxicity but selectively potentiated (≥50% reduction in IC_50_) cisplatin, carboplatin, and etoposide in vitro in five of nine SCLC cell lines. Veliparib with cisplatin or etoposide or with both cisplatin and etoposide showed greater delay in tumor growth than chemotherapy alone in H146 but not H128 xenografts. The potentiating effect of veliparib was associated with in vitro cell line sensitivity to cisplatin (CC = 0.672; *P* = 0.048) and DNA-PKcs protein modulation. Gene expression profiling identified differential expression of a 5-gene panel (*GLS*, *UBEC2*, *HACL1*, *MSI2*, and *LOC100129585*) in cell lines with relatively greater sensitivity to platinum and veliparib combination. Veliparib potentiates standard cytotoxic agents against SCLC in a cell-specific manner. This potentiation correlates with platinum sensitivity, DNA-PKcs expression and a 5-gene expression profile.

## Introduction

Poly (ADP) ribose polymerase (PARP) is a family of enzymes that catalyze the addition of ADP-ribose to a variety of cellular constituents including DNA, histones and nonhistone proteins [1]. PARP is involved in DNA damage repair, primarily through base excision repair (BER) mechanism, important cellular machinery for repairing single strand breaks typically induced by cytotoxic therapeutic agents for small cell lung cancer (SCLC). In in vitro experiments with spontaneously immortalized mouse embryonic fibroblasts from PARP-1^(−/−)^ and PARP-1^(+/+)^ mice, PARP-1^(−/−)^-derived cells were found to be threefold more sensitive to DNA damaging agents [2]. Both genetic deletion and pharmacologic inhibition of PARP-1 sensitized cells to *γ*-radiation in vitro and in vivo suggesting a critical role of PARP-1 in the repair of radiation-induced DNA damage [3–6].

The clinical translation of PARP inhibition as a therapeutic anticancer strategy seeking to exploit the concept of synthetic lethality in genetically susceptible tumors with compromised DNA damage repair capability has not met the high degree of success anticipated [7–9]. Alternative developmental strategies of combining the PARP inhibitor class of agents with DNA damaging cytotoxic agents is now being actively pursued in the clinic [10, 11]. Veliparib (ABT-888) is a small molecule inhibitor of PARP-1 and PARP-2 enzymes and previously shown to potentiate the activity of temozolomide, cisplatin, carboplatin, and camptothecins in leukemias, gliomas, breast, and colon cancer cell lines [12–14]. This potentiating effect appears to result from concomitant increase and delayed repair of DNA damage induced by the cytotoxic agents. Veliparib and other PARP inhibitors are currently undergoing clinical evaluation in different tumor types in combination with agents such as paclitaxel/carboplatin, cisplatin/gemcitabine, topotecan, cyclophosphamide, and temozolamide [15–18].

SCLC is a lethal disease with limited treatment options [19–21]. While efforts to identify promising targeted biologic agents for the treatment of this disease continue [22], cytotoxic chemotherapy remains the mainstay of treatment. The standard frontline therapy is the combination of platinum and topoisomerase inhibitor, the cytotoxic effect of which relies largely on the induction of DNA damage leading to apoptosis [23]. In addition, SCLC has a very high level of PARP enzyme expression in comparison to other cancer types, thus suggesting a biologically relevant role for this protein in SCLC [24]. Since the optimal approach to exploit PARP enzyme inhibition as a therapeutic intervention for SCLC has not been well studied, we conducted this preclinical study to elucidate the potential therapeutic opportunities and the optimal approach to incorporating this strategy into the clinical management of SCLC.

## Materials and Methods

### Reagents

Veliparib was obtained under a material transfer agreement from the Cancer Therapy Evaluation Program (CTEP) of the National Cancer Institute and was dissolved in Dimethyl sulfoxide, aliquoted and stored at −20°F until ready for use for in vitro experiments and prepared fresh in Phosphate buffered saline (PBS) for xenograft experiments. Treatment grade samples of cisplatin, carboplatin (APP Pharmaceuticals, Schaumburg, IL), and etoposide (Teva Parenteral Medicines, Inc., Irvine, CA) were obtained from the outpatient pharmacy of the Winship Cancer Institute of Emory University. The following antibodies were employed at the indicated dilutions for Western Blot assays: actin, rabbit polyclonal, Cat# A2066, 1:3000 (Sigma-Aldrich, St. Louis, MO); ERCC1, rabbit polyclonal, cat# 3885S, 1:1000; PARP, rabbit polyclonal, Cat# 9542, 1:1000; caspase 8, mouse monoclonal, Cat# 9746, 1:1000 Ku-80, rabbit monoclonal, cat# 2180s, 1:1000; BRCA1, rabbit polyclonal, cat# 9010s, 1:1000; BRCA2, rabbit Polyclonal, cat# 9012s, 1:800; (Cell Signaling Technology, Inc., Beverly, MA); DNA-PK_cs_, mouse monoclonal, Cat# sc-5282, 1:1000; p-Histone H2A.X, rabbit polyclonal, Ser 139, Cat# sc-101696 Ku-70, mouse monoclonal, cat# sc-71470, 1:1000; GAPDH, rabbit Polyclonal, cat# sc-71470, 1:1000; (Santa Cruz Biotechnology, Dallas, TX); PAR mouse polymer monoclonal, Cat# 4335-MC-100, 1:1000 (Trevigen Inc., Gaithersburg, MD), and caspase 3, mouse monoclonal, Cat# IMG-144A, 1:500 (Imgenex Corporation, San Diego, CA).

### Cell lines and cell culture

Human SCLC cell lines (H146, H187, H128, H69, H209, DMS153, H526, DMS114, and DMS53) were purchased from the American Type Culture Collection (ATCC, Manassas, VA). Cell line purity was authenticated by short tandem repeat (STR) profiling at the Winship Cancer Institute Genomics Laboratory. The authenticity was confirmed for all cell lines except H128. The STR pattern for H128 was not consistent with the published references but consistent with the profiles for NCI-H60 (ATCC CRL-5821) and NCI-N417 (ATCC CRL-5809). It is noteworthy that we did not have the NCI-H60 and NCI-N417 in our lab throughout the duration of this work. Cells were grown as suspension or partially attached monolayer culture in RPMI 1640 medium supplemented with 5–10% fetal bovine serum at 37°C under humidified condition of 5% CO_2_ and 95% air.

### In vitro cytotoxicity

Briefly, cells were seeded in 96-well plates at ∼1–2 × 10^4^ cells per well. After 48 h, exponentially growing cells were treated by continuous exposure to vehicle, single agent or combinations of specific drugs of interest for 48–72 h. The surviving cell population following drug exposure was detected using MTS [(3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium)/phenazine methosulfate (PMS)] colorimetric assay, Promega (Madison, WI) according to the manufacturer's protocol. Absorbance was measured at 490 nm using a microplate reader (Biotek Instruments, Winooski, VT). The 50% inhibitory concentration (IC_50_) of the cytotoxic agent in the absence and presence of veliparib was determined using GraphPad Prism software (GraphPad Software, Inc., La Jolla, CA). Combination Index (CI) analysis for drug interaction (e.g., synergy or additivity) could not be performed due to the limited activity of veliparib as a single agent in the tested cell lines. For accurate estimation of the CI using the method of Talaly and Chou, each agent in the combination is required to show single-agent activity and the dose–response curve should be sigmoidal [25]. We were unable to calculate the CI because the veliparib did not satisfy this requirement. We reported the ability of veliparib to enhance cytotoxicity of the chemotherapeutic agents and empirically defined significant potentiation of activity as ≥50% reduction in the IC_50_ concentration of a specific agent when combined with fixed concentrations of veliparib (5 and 50 *μ*mol/L).

### Western blot analysis

Preparation of whole-cell protein lysates and Western blot analysis were as previously described [26]. Expression of DNA repair pathway proteins in all the cell lines under various treatment conditions was assessed using specific antibodies targeting the protein of interest. For time course experiments, two representative cell lines with differing sensitivity to cisplatin (H146 and H128) were cultured in 100 mm^3^ plates and then exposed to vehicle, cisplatin, veliparib, and the combination of cisplatin plus veliparib. Whole-cell protein lysates prepared from cells harvested at specific time points following drug exposure (time 1, 2, 4, 12, and 24 h) were employed to assess the modulation of DNA repair proteins and markers of apoptosis. Normalized protein expression relative to actin was performed by densitometry using ImageJ, a public domain Java-based image processing software (available for download at http://imagej.nih.gov/ij/).

### In vivo tumor growth inhibition

All animal experiments were conducted in accordance with the humane treatment of animals under an animal protocol approved by the Institutional Animal Care and Use Committee (IACUC) of Emory University. Tumor xenografts were raised in 6-week-old athymic (nu/nu) mice (Harlan Industries, Indianapolis, IN) housed under pathogen-free conditions in microisolator cages, fed with laboratory chow and water ad libitum. H146 (1–2 × 10^7^) and H128 cells (2 × 10^7^) suspended in serum-free medium were mixed with matrigel solution and injected subcutaneously into the flank region of nude mice. Subcutaneously growing tumors were measured by caliper two to three times per week. When the tumors achieved a volume of ∼100 mm^3^ using the formula: [(length × width^2^)/2], groups of tumor-bearing mice (approximately six mice per group) were matched for body weight and tumor volume and randomly assigned to treatments: vehicle, veliparib (5 and 25 mg/kg o.g. daily), cisplatin (2.5 and 5 mg/kg i.p.; weekly), etoposide (20 mg/kg i.p. weekly), cisplatin plus veliparib, etoposide plus veliparib, cisplatin (2.5 mg/kg i.p. weekly) plus etoposide (20 mg/kg i.p. weekly), cisplatin (2.5 mg/kg i.p. weekly) plus etoposide (20 mg/kg i.p. weekly) plus veliparib (25 mg/kg o.g. daily). At the end of the experiments, subcutaneous tumors were harvested and weighed following animal sacrifice by cervical dislocation.

### Veliparib pharmacokinetic and platinum adducts

Tumor-bearing animals were treated with a single dose of vehicle, veliparib (5 mg/kg or 25 mg/kg), cisplatin (2.5 mg/kg or 5 mg/kg), and combinations. Treated animals were sacrificed either at 1 or 24 h posttreatment by cervical dislocation. Plasma and tumor samples were collected and immediately stored in liquid phase nitrogen or at −70°C until ready for analysis. Tissues were homogenized in approximately 1 mL of PBS. Veliparib concentrations in plasma and tissue homogenates were quantitated by LC-MS as reported previously [27]. Concentrations of total platinum in plasma and tissue homogenate were quantitated by atomic absorption spectrophotometry (AAS) as described previously [28].

### Expression profiling on Illumina HT2 and nCounter NanoString platforms and bioinformatics

Each cell line was treated with vehicle, veliparib (5 and 50 *μ*mol/L), cisplatin (determined IC_50_ concentration for each cell line), ionizing radiation (2 Gy) or cisplatin plus veliparib combination for 24 h. Total RNA was isolated from frozen specimens using RNeasy (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions. Total RNA sample quality and concentrations were determined using NanoDrop and Agilent 2100 Bioanalyzer. Each sample was prepared for Illumina Human HT-12 v4 Expression BeadChips (Illumina, San Diego, CA, USA) according to the manufacturer's protocol. The HT-12 platform contains over 47,000 probes that cover well-characterized genes, gene candidates, and splice variants. BeadChips were scanned on the Illumina HiScan instrument to determine probe fluorescence intensity. Raw probe intensities for all treatment conditions were normalized by the quantile normalization algorithm [29] using GenomeStudio software from Illumina and log-2 transformed expression obtained for analyses. An unsupervised cluster analyses was done to examine the relatedness, genome-wide, among the cell lines and treatment conditions for identifying any outlying samples. Results were compared between treatment conditions to define commonly altered genes in both PARP inhibitor sensitive and insensitive cell lines.

Both a semiparametric analysis of variance (ANOVA) and a nonparametric, variance approach were implemented to obtain a robust (to analytical assumptions) gene list that was supplemented with additional genes of research interest. For the ANOVA, a mean comparison of expression was done, where feasible, to test expression differences within and among treated cell lines to controls. Results from this approach are based on an unadjusted *P* < 0.01 and a fold change of at least 1.5. Separate variance analyses were done in which empirical distributions of expression variance within each gene was performed in order to identify specific genes whose variance was among the top and bottom percentile relative to all genes (high and low variability, respectively). Genes with high expression variability among designated “sensitive” cell lines within treatment were considered as susceptible to treatment. Likewise, genes with low expression variability were considered nonresponsive to treatment. Several comparisons of results were made within and between treatments with respect to expression variability and testing for mean differences in expression based on the ANOVA results. These data were deposited in NCBI Gene Expression Omnibus as series GEO accession GSE55830.

### nCounter nanostring gene expression

The expression of 129 genes (Table S1) including 31 DNA repair genes and 38 high or low variability genes from the Illumina HT-12 expression data analysis was determined using NanoString nCounter Gene Expression platform (NanoString Technologies, Seattle WA) at the University of Miami Oncogenomics Core facility as previously described [30, 31]. The design and synthesis of probe sets for the 129 selected genes were performed at NanoString Technologies. In addition to the data from the nine cell lines, patient samples from 81 pulmonary neuroendocrine tumors (17 carcinoid, 11 large cell carcinoma, 40 small cell carcinoma, 13 neuroendocrine cancer) were included in the expression assay. Data preprocessing involved the following: an initial correction for batch assignment using the sum of the positive controls, subtraction of background signal defined by the mean expression of the negative controls, log-2 transformed, zero-centered, and quantile normalized. Samples containing greater than 75% zero expression values were removed prior to quantile normalization.

### Statistical analysis

Differences in mean IC_50_ concentrations of cytotoxic agents alone and when combined with veliparib were compared for statistical significance by ANOVA or Kruskal–Wallis test where appropriate for each cell line. Correlation between cell line sensitivity and degree of sensitivity to PARP inhibition was measured with Pearson or Spearman correlation coefficient. The effects of treatment on tumor growth rate for a given treatment relative to control group were determined as previously described using the formula %T/C = [(mean tumor volume of treated group on day X ÷ mean tumor volume of control group on day X) × 100] [12]. We assessed differences in tumor volume and rate of tumor growth overall and by pairwise comparison between different treatment groups using a mixed-effect model. Overall and pairwise differences in the harvested tumor weight across treatment groups were assessed for statistical significance by ANOVA. All analyses were performed using SAS 9.3 (SAS Institute, Inc., Cary, NC) with *P* < 0.05 considered significant.

## Results

### Veliparib displayed limited single-agent activity in vitro but potentiated the cytotoxicity of cisplatin, carboplatin, etoposide, and ionizing radiation

Short-term MTS cytotoxicity assay was performed as described in the methods section to characterize veliparib activity in a panel of 9 SCLC cell lines. We wanted to establish the single-agent activity as well as ability of veliparib to enhance the cytotoxic effect of standard chemotherapy agents employed for the treatment of SCLC patients in the clinic. Veliparib induced limited growth inhibition over a wide concentration range (0–128 *μ*mol/L) in the panel of SCLC cell lines tested (Fig. 1A). There was modest activity in several cell lines (H187, H146, DMS153) especially at concentrations ≥20 *μ*mol/L. Veliparib at a concentration of 50 *μ*mol/L but not at 5 *μ*mol/L potentiated the activity of cisplatin, carboplatin, and etoposide leading to a ≥ 50% reduction in the IC_50_ concentration of the cytotoxic drugs in five of nine cell lines (Fig. 1B and Table S2). There was a positive correlation of the magnitude of potentiation by veliparib and the sensitivity of the cell line to the cytotoxic agent, especially with cisplatin i.e., the lower the single agent IC_50_ the greater the degree of potentiation in the specific cell lines: CC = 0.67, 0.22, and 0.24 for cisplatin, carboplatin, and etoposide, respectively. Similar potentiation of radiation-induced cytotoxicity was noted when veliparib (5 *μ*mol/L) was combined with two different doses (2 and 4 Gy) of ionizing radiation in two representative cell lines (DMS153 and H146); Figure 1B.

**Figure 1:**
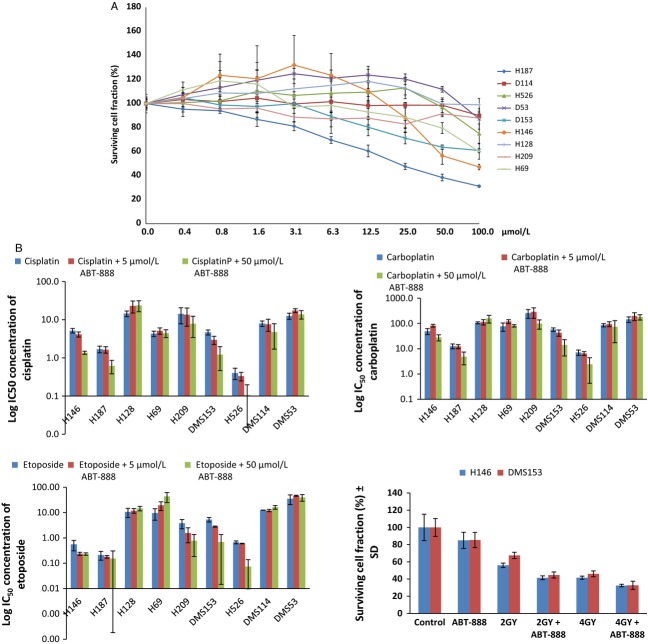
(A) Veliparib showed limited single-agent activity across a wide concentration range in a panel of SCLC cell lines. (B) Log of mean ± SEM of IC_50_ concentrations for cisplatin, carboplatin, and etoposide alone and in combination with 5 and 50 *μ*mol/L concentrations of veliparib. Each bar represents log of the mean value obtained from 3 to 4 independent experiments. Bottom Right: Potentiation of cytotoxicity induced by gamma radiation in the presence of veliparib (5 *μ*mol/L) in 2 representative cell lines (H146 and DMS153).

### The combination of veliparib and cisplatin achieved greater tumor growth inhibition in SCLC xenografts

In order to further confirm the in vitro findings, we tested the potentiating effect of veliparib on cisplatin in vivo. We used two SCLC cell lines with a threefold difference in sensitivity to cisplatin based on the IC_50_ concentration H146 (5.2 *μ*mol/L) and H128 (14.5 *μ*mol/L) from the in vitro assay for this in vivo experiments. There was greater tumor growth inhibition with the veliparib and cisplatin combination than with cisplatin alone in H146 xenografts (Fig. 2A and B; *P* = 0.09) but not in the H128 xenograft (Fig. 2C and D; *P* > 0.1). The potentiating effect of veliparib when combined with cisplatin appeared dose dependent (Fig. 2B) but without additive toxicity as indicated by the measured weight of the animals (data not shown).

**Figure 2:**
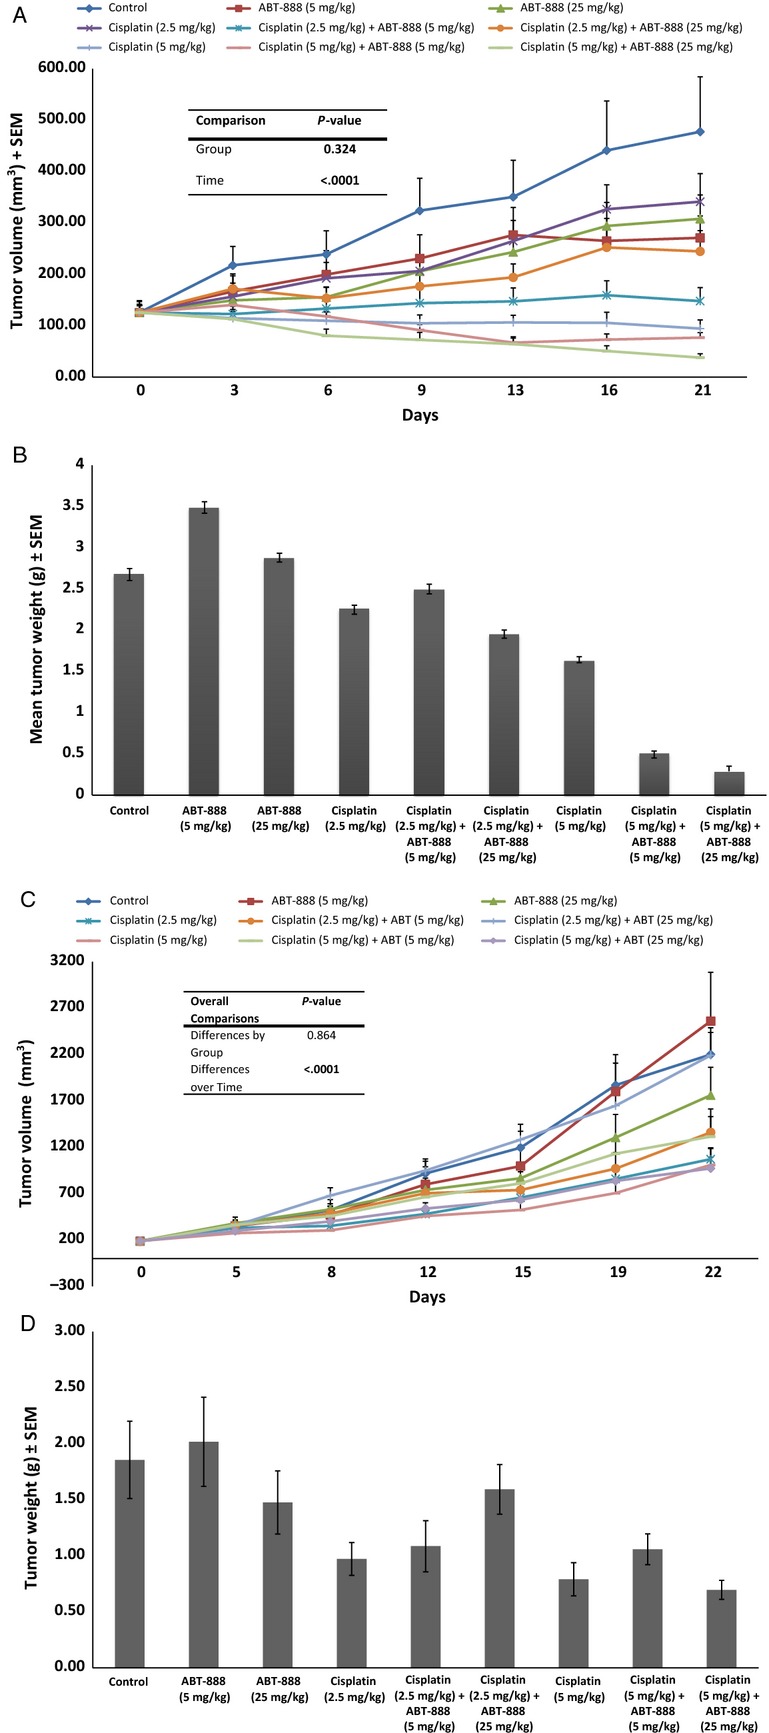
(A) H146 tumor-bearing animals were treated as indicated with vehicle, veliparib alone, cisplatin alone, and the combination of veliparib and cisplatin. Subcutaneous tumor volumes were measured at least twice weekly. The combination of veliparib with cisplatin induced greater tumor growth inhibition than cisplatin alone. (B) Animals treated with the combination of veliparib and cisplatin had the smallest tumor burden as indicated by the weights of tumor tissue harvested from euthanized mice at the end of the experiments. (C) H128 xenografts were raised in nu/nu mice. Tumor-bearing animals were treated as indicated with vehicle, veliparib alone, cisplatin alone, and the combination of veliparib and cisplatin. Subcutaneous tumor volumes were measured at least twice weekly. The combination of veliparib with cisplatin did not induce significantly greater tumor growth inhibition than cisplatin alone, similar to in vitro observations in the H128 cell line. (D) The addition of veliparib to cisplatin did not result in reduced tumor burden as indicated by the comparable weights of tumor tissue harvested from animals treated with cisplatin alone or with the combination of cisplatin and veliparib at the end of the experiments.

### The veliparib, etoposide, and cisplatin combination was more potent than cisplatin and etoposide alone in preventing tumor regrowth posttreatment

In order to better model the clinical management of SCLC patients where patients are typically treated with the combination of platinum and etopside and not with single-agent platinum, we wanted to test whether the addition of veliparib to the platinum doublet (cisplatin and etoposide) will result in greater antitumor effect in vivo. The triplet combination of veliparib, cisplatin, and etoposide was more potent than the doublet (*P* = 0.07) and induced objective tumor regression while the doublet only reduced tumor growth. Moreover, the triplet regimen significantly delayed tumor regrowth over the cisplatin and etoposide doublet when treated animals were observed off treatment for up to 4 weeks (*P* = 0.02; Fig. 3).

**Figure 3:**
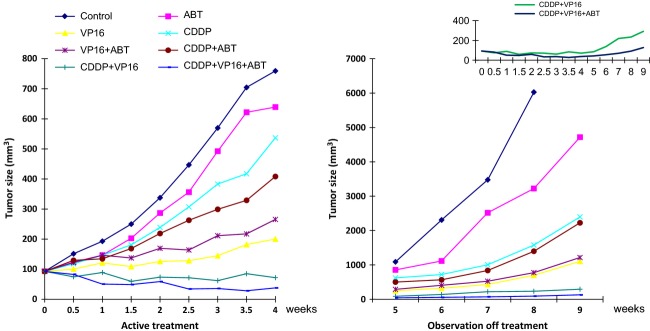
Tumor growth curves showing greater growth inhibition by doublet and triplet regimen during active treatment period (Weeks 1–4) and greater delay in tumor regrowth in animals treated with the triplet when observed off treatment (Weeks 4–9). Inset showing different tumor regrowth kinetic between doublet (cisplatin and etoposide) and triplet treatment (veliparib [25 mg/kg], cisplatin [2.5 mg/kg i.p., weekly] and etoposide [20 mg/kg i.p., weekly]); *P* < 0.021.

### DNA protein kinase modulation correlated with platinum sensitivity and PARP inhibitor efficacy

DNA damage induced by cisplatin is mainly responsible for its cytotoxicity and anticancer effect. We expect that impaired DNA damage repair by veliparib is partly responsible for its potentiation of cisplatin cytotoxicity. We wanted to assess to whether this effect of veliparib impacts other DNA damage repair systems. We, therefore, assessed for changes in expression of DNA damage repair enzymes under different treatment conditions as described in the methods section. The native expression of BRCA1, ERCC1, and DNA-PK_cs_ was variable across the panel of cell lines (Fig. 4A). However, only DNA-PK_cs_ expression was altered when representative cell lines were treated at the optimal concentrations required for cisplatin and veliparib cytotoxicity, especially in the less sensitive H128 cell line (Fig. 4B). The down modulation of DNA-PK_cs_ coincided with the onset of apoptosis in the time course experiments using the H146 cell line as indicated by detectable caspase 3 cleavage at 24 h (Fig. 4C).

**Figure 4:**
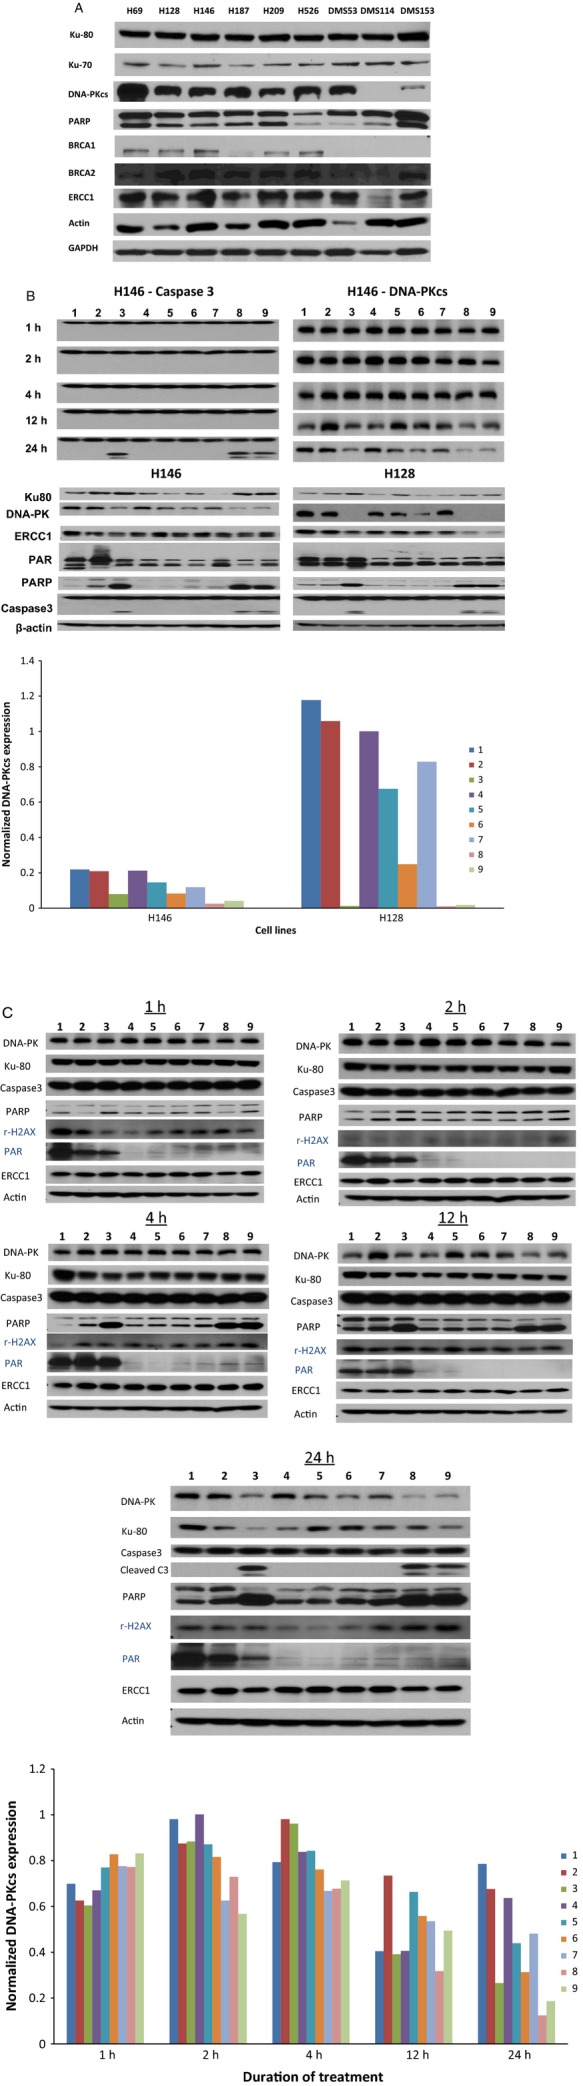
(A) Variable expression of BRCA1, ERCC1, and DNA-PKcs across the panel of SCLC cell lines. DNA-PKcs expression was noticeably high in cell lines (H69, H128 and DMS53) that were less sensitive to cisplatin or PARP inhibitor potentiation of cisplatin activity. (B) Top panel: Reduced expression of DNA-PKcs observed in H146 cell line coincided with onset of apoptosis as indicated by caspase 3 cleavage. Bottom Panel: DNA-PKcs expression was modulated in H146 and H128 cell lines but only at high concentrations of cisplatin and veliparib required for cytotoxicity (see bar graphs showing normalized DNA-PKcs expression relative to actin in H146 and H128 cell lines under different treatment conditions, 1–9, as measured by densitometry). There was no significant modulation of other representative DNA-repair enzymes. (C) Inhibition of PARP activity observed within 1 h of cell exposure to veliparib and persisted for the duration of the experiments 24 h later. Reduced DNA-PKcs expression observed at 24 h coincident with onset of apoptosis as indicated by cleaved caspase 3 and PARP (bar graphs showing normalized DNA-PKcs expression relative to actin in H146 cell lines as measured by densitometry under different treatment conditions, 1–9 and at different time points). Lanes: 1, Control; 2, cisplatin (2.5 *μ*mol/L); 3, cisplatin (50 *μ*mol/L); 4, veliparib (5 *μ*mol/L); 5, veliparib (50 *μ*mol/L); 6, cisplatin (2.5 *μ*mol/L) + veliparib (5 *μ*mol/L); 7, cisplatin (2.5 *μ*mol/L) + veliparib (50 *μ*mol/L); 8, cisplatin (50 *μ*mol/L) + veliparib (5 *μ*mol/L); 9, cisplatin (50 *μ*mol/L) + veliparib (50 *μ*mol/L).

### Veliparib achieved higher intratumoral than plasma concentration in association with increased intratumoral total platinum level

A high concentration of veliparib of 50 *μ*mol/L was required to optimally potentiate cisplatin in our in vitro cytotoxicity assay. We wanted to determine what concentration of veliparib is achievable in vivo and whether the achievable concentration would be associated with enhanced activity of cisplatin in tumor-bearing mice. We, therefore, measured the plasma and intratumoral concentration of veliparib in tumor-bearing mice. We observed rapid clearance of veliparib from the plasma compartment following oral administration in mice. There was a twofold or higher concentration of veliparib in the tumor tissue in comparison with the plasma concentration measured at the same time point from the same animal. The exposure increased monotonically with dose although less than proportionally (Fig. 5A). Intriguingly, the intratumoral total platinum level was increased in animals treated with the combination of cisplatin and the higher dose of veliparib (25 mg/kg) when compared to cisplatin treatment alone (Fig. 5B).

**Figure 5:**
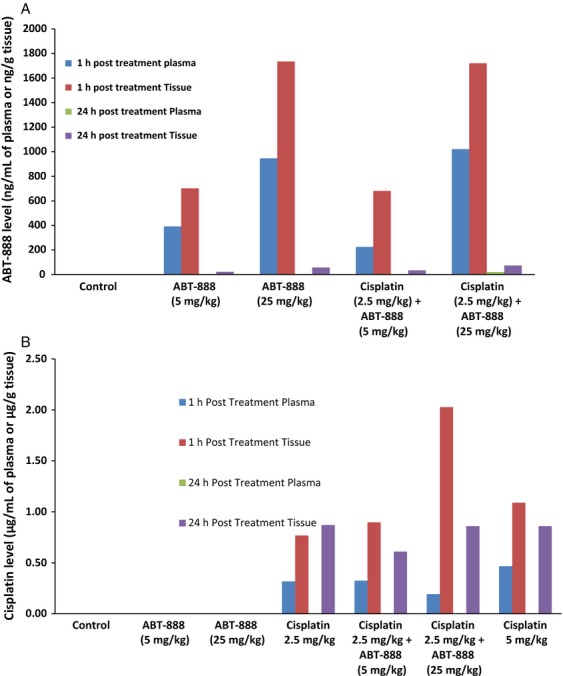
(A) Each bar represents mean levels of veliparib detected in plasma or homogenized tumor samples at 1 h and at 24 h posttreatment. Veliparib was rapidly distributed into the intratumoral compartment following oral gavage administration and was <25 ng/mL and <125 ng/g at 24 h in plasma and tissue, respectively. The pharmacokinetic property of veliparib was not significantly altered by coadministration with cisplatin. (B) Each bar represents mean levels of cisplatin detected in plasma or homogenized tumor samples at 1 h and at 24 h posttreatment in replicate mice. Note that cisplatin was no longer detectable in plasma at 24 h under all treatment conditions and that the increased intratumoral platinum observed after coadministration of cisplatin (2.5 mg/kg) and veliparib (25 mg/kg) was comparable to the level achieved with single-agent administration of cisplatin at a higher dose of 5 mg/kg.

### Gene expression profiling characterized SCLC cell lines sensitive to PARP inhibition

We wanted to exploit the differential sensitivity of our panel of SCLC cell lines to PARP inhibition to gain additional insight into the biological mechanisms involved in the anticancer efficacy of this strategy. We, therefore, decided to compare the gene expression profile of the sensitive and the less sensitive cell lines in their native state and under various treatment conditions. 

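RNA from 9 SCLC cell lines (H69, H128, H146, H187, H209, H526, DMS53, DMS114 and DMS153) was measured on Illumina HT-12 v4 arrays under 7 conditions, with 1 array per line and condition and 63 arrays in all. The conditions were control cells (Con, described as vehicle in the legend of Fig. 6B and called untreated here, as in that of Fig. 6A), veliparib at 5 µmol/L (A5) or 50 µmol/L (A50), cisplatin at the IC_50_ of each line (C+0), cisplatin with veliparib at 5 µmol/L (C+5) or 50 µmol/L (C+50), and radiation of 2 Gy (Rad). The paper gives 24 h of exposure for these arrays, while the sample labels give 48 to 72 h in the wording of the MTS protocol, and the paper's 24 h is used here. The replicate is the cell line, so every treatment was compared with Con within 9 lines. Arrays of the same line were alike after the mean of each probe within each condition was removed (median r = 0.966 over 189 pairs, across probes, which are not independent), and arrays of different lines were not (median r = -0.13).

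Each array held 47217 probes. The number of probes detected at p under 0.05 had a median of 20692 per array and ranged from 19124 to 22330. It ranged from 19569 to 21292 for Con (median 20886), from 19441 to 21633 for A5 (median 20369), from 19124 to 22075 for A50 (median 20594) and from 19524 to 22225 for C+0 (median 20577). It ranged from 19158 to 22330 for C+5 (median 20753), from 19484 to 21642 for C+50 (median 20391) and from 19974 to 21647 for Rad (median 20907). No treatment differed from Con in this number beyond the spread between lines (exact two-sided sign-flip permutation test, lowest p = 0.2305, n = 9 lines).

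The authors read probe intensities in GenomeStudio and quantile normalized them over all arrays. For the values given here, the intensities before normalization were quantile normalized and log2 transformed, which differed from the authors' normalized values by at most 0.015 on the log2 scale. Probes with a detection p under 0.05 on at least 4 of 63 arrays were kept, which left 30716 probes, and 21620 of these carried 1 gene symbol, for 15460 genes. Treatments were compared in limma with the cell line as a block, and all p-values are two-sided unless stated. The number of arrays limits the precision: the median standard error of a log2 change was 0.034 over 9 lines.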

Unsupervised cluster analysis of Illumina HT-12 data comparing the baseline gene expression profile of untreated SCLC cell lines showed tight clustering of 5 cell lines (H146, H187, H209, H526, and DMS114), which were mostly the same cell lines that displayed increased sensitivity to cisplatin and to PARP inhibition (arbitrarily defined as at least 50% reduction in the IC_50_ concentration of cisplatin when combined with veliparib; Fig. 6A). 

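The lines H146, H187, H209, H526 and DMS153, which Table S2 marks as sensitive, lay closer together at baseline than any other 5 of the 9 untreated lines. Their mean pairwise distance (Euclidean, log2 signals of all kept probes) was 95.67, against a median of 105.4 over all possible sets of 5 (rank 1, exact permutation p = 0.00794, one-sided, the smallest that these sets allow). H209 and DMS153 were each other's nearest line, at a distance of 86.35. H69 and H128, both insensitive by Table S2, were also each other's nearest line, at 95.05. With DMS114 in place of DMS153, as in the text beside Fig. 6A, the mean distance was 104.1 (rank 44, exact permutation p = 0.349), and the line nearest to DMS114 was H128, at 107.9. The 4 lines whose cisplatin IC_50_ fell by at least 50% had a mean distance of 97.87 (rank 11 among sets of 4, exact permutation p = 0.0873).

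SGPP2, which encodes a phosphatase of sphingosine 1-phosphate, was the 1 probe of 30716 that differed between the 5 sensitive lines of Table S2 and the other 4 at an adjusted p under 0.05. It was higher in the sensitive lines by 1.98 on the log2 scale (standard error 0.16, adjusted p = 0.0295 from limma), at 8.62 to 8.86 in the 5 sensitive lines and 6.56 to 7.33 in the 4 insensitive lines. In H69, DMS114 and H128 it lay near the median signal of the arrays, so the size of the difference is uncertain. At an unadjusted p under 0.05, 2208 probes differed. The count was 0 with neqc, with median scaling or with an ordinary linear model without moderation, and also without DMS114, DMS153, H128, H146, H209, H526 or H69, whereas 34 probes passed without DMS53. SGPP2 itself had an adjusted p of 0.239 with neqc, 0.0538 with median scaling, and 0.196 with an ordinary linear model. With the lines named beside Fig. 6A its adjusted p was 0.988, and with the lines whose cisplatin IC_50_ fell by at least 50% its adjusted p was 0.759. Its call was lost without any 1 line other than DMS53 (adjusted p from 0.0821 without H69 to 0.213 without DMS114), and the 1 probe that passed without H187 was another. Principal components of the 9 Con arrays took 18.58%, 16.74% and 13.62% of the variance.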

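Each of the 63 arrays had an array of the same cell line as its nearest (Euclidean distance over the kept probes), and none had one of the same treatment. At the median probe, 86.6% of the sum of squares lay between cell lines, 2.53% between treatments and 9.81% in the residual. Treatment took the larger share at 833 of the 30716 probes.

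Within the lines, the largest counts were those of the treatments with veliparib at 50 µmol/L. A50 changed 3583 probes (1674 higher and 1909 lower than Con at an adjusted p under 0.05 from limma), and C+50 changed 5289 (2493 higher and 2796 lower). C+0 changed 387 probes (104 higher and 283 lower), C+5 changed 511 (166 higher and 345 lower) and Rad changed 254 (188 higher and 66 lower). A5 changed 0 probes, with 1299 at an unadjusted p under 0.05. Between the 2 doses of veliparib alone, A50 differed from A5 at 2230 probes (1006 higher and 1224 lower). C+50 differed from C+0 at 3604 probes (1644 higher and 1960 lower), and C+5 differed from C+0 at 0 probes in limma, with 1002 at an unadjusted p under 0.05. Most changes were small: the median absolute log2 change of the called probes was 0.154 for A50 and 0.157 for C+50. The changes from 50 µmol/L veliparib alone and on top of cisplatin, which share no arrays, overlapped: 869 probes were higher in both (89.6 if independent), 1127 were lower in both (121.8 if independent) and 2 went in opposite directions.

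Scaling every array to 1 median in place of quantile normalization moved the split of higher and lower probes to 222 and 3517 for A50, 1068 and 2119 for C+50, 3 and 222 for C+0, 8 and 50 for C+5, and 5 and 1 for Rad. It gave 102 and 1379 for A50 against A5, and 785 and 663 for C+50 against C+0. Without the block that pairs arrays by line, the counts were 1 for A50, 13 for C+50 and 6 for C+50 against C+0, and 0 for C+0, C+5, Rad and A50 against A5. With only the compared arrays fitted, the counts were 207 for C+0, 328 for C+5, 3504 for C+50 and 3 for Rad. The changes with Rad in the 6 H lines and in the 3 DMS lines were opposed (r = -0.213 across probes, which are not independent). The count for C+0 was 135 without DMS153, 208 without DMS53 and 253 without H128, and that for C+5 was 234 without DMS153, 268 without DMS53, 295 without DMS114 and 340 without H128. The count for Rad was 14 without H69, 20 without H128, 25 without H146, 25 without H187, 73 without H526 and 81 without H209, and it was 531 without DMS114, 647 without DMS53 and 647 without DMS153.

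**Figure D1:**
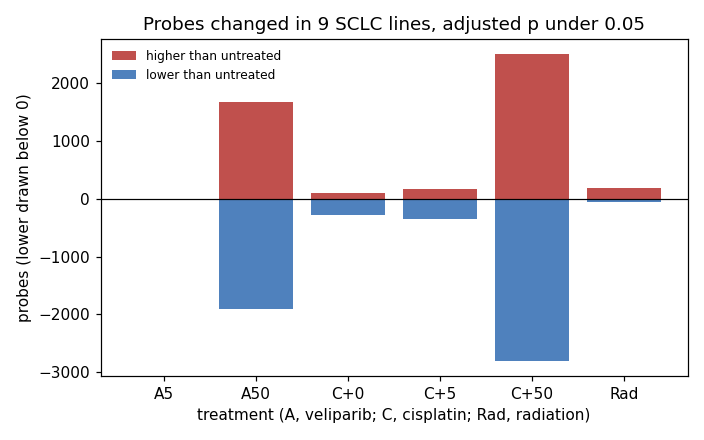
Number of probes higher and lower than in untreated cells for each treatment, at an adjusted p under 0.05 over 9 cell lines. A50 and C+50 stand at 3583 and 5289 probes in all, and A5 at 0.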

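Genes of mitosis fell under veliparib at 50 µmol/L, under cisplatin and under both together. Of 50 measured genes of mitosis, 42 were lower with A50 (47 adjusted over the list alone), 36 with C+0 (47 adjusted over the list alone), 43 with C+5 (49 adjusted over the list alone) and 45 with C+50 (49 adjusted over the list alone), and none was higher. With median scaling 47 were lower with A50, 28 with C+0, 15 with C+5 and 43 with C+50, and none was higher. Adjusted over the list alone, these were 49, 49, 48 and 47. All 4 comparisons use the same Con arrays, so they are not independent of each other. The list passed camera's test under all 4 treatments (adjusted p from 3.88e-82 for C+5 to 1.27e-39 for A50), and it passed with an estimated correlation (adjusted p = 0.00745 for A50, 0.000355 for C+0, 6.61e-05 for C+5 and 0.00442 for C+50). With A5 none of the list was called (4 lower adjusted over the list alone), and its median log2 change of -0.085 passed camera's test (adjusted p = 1.46e-17) but not with an estimated correlation (adjusted p = 0.184). With Rad 1 was lower (1 adjusted over the list alone), with an adjusted p of 0.000523 from camera and of 0.78 with an estimated correlation. CENPA, the histone H3 variant of centromeres, fell by 0.74 on the log2 scale with A50 (standard error 0.07, adjusted p = 1.42e-12 from limma, 9 of 9 lines). It fell by 0.55 with C+0 (standard error 0.07, adjusted p = 4.95e-07, 9 of 9 lines) and by 0.89 with C+50 (standard error 0.07, adjusted p = 4.23e-16, 9 of 9 lines). KIF20A, a kinesin of cytokinesis, fell by 0.60 with A50 and by 0.47 with C+0 (9 and 8 of 9 lines). AURKA, a spindle kinase, fell by 0.45 with A50 and by 0.35 with C+0.

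Splicing factors fell with veliparib at 50 µmol/L. Of 35 measured splicing factors, 17 were lower and 4 higher with A50 (19 lower and 6 higher adjusted over the list alone), with an adjusted p of 2.97e-07 from camera and of 6.51e-06 with an estimated correlation, and with median scaling 19 were lower and 0 higher. RBMX, an RNA-binding protein of the spliceosome, fell by 0.63 with A50 (standard error 0.06, adjusted p = 5.92e-12, 9 of 9 lines). The SR proteins SRSF3 and SRSF7 fell by 0.61 and by 0.58 with A50, while their log2 changes with C+0 were 0.01 (adjusted p = 0.977) and -0.02 (adjusted p = 0.959). Heat shock genes also fell with A50: 7 of 13 were lower and none was higher (8 lower adjusted over the list alone, adjusted p = 2.14e-05 from camera and 0.0125 with an estimated correlation). HSPA1A, an inducible chaperone of the HSP70 family, fell by 0.39 with A50 (standard error 0.08, adjusted p = 0.000314, 9 of 9 lines). The small heat shock protein HSPB1 fell by 0.23 (9 of 9 lines).

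Genes of G1/S and DNA replication rose with cisplatin. Of 33 measured genes of this list, 8 were higher and none lower with C+0 (14 higher and 1 lower adjusted over the list alone, adjusted p = 1.97e-11 from camera and 0.0231 with an estimated correlation). With median scaling the list still passed camera's test, but of its members only ORC1 was higher and none was lower in limma (2 higher adjusted over the list alone). With C+50, 18 were higher and 2 lower (23 higher and 4 lower adjusted over the list alone, adjusted p = 6.27e-09 and, with an estimated correlation, 0.0496), and with median scaling 11 were higher and 2 lower. With A50, 5 were higher and 2 lower (13 higher and 3 lower adjusted over the list alone, adjusted p = 0.000443 from camera), and this call was lost with an estimated correlation (adjusted p = 0.414 with an estimated correlation), while with median scaling 1 was higher and 3 were lower. ORC1, a subunit of the origin recognition complex, rose by 0.25 with C+0 (standard error 0.04, adjusted p = 2.02e-05, 9 of 9 lines). CCNE1, cyclin E1, rose by 0.22 with C+0 (adjusted p = 0.00813, 8 of 9 lines), a call that median scaling ended (adjusted p = 0.206). FEN1, a flap endonuclease of replication and repair, rose by 0.36 with A50 (standard error 0.03, adjusted p = 5.76e-12) and by 0.15 with C+0 (adjusted p = 0.0082), in 9 of 9 lines each, of which the call with C+0 was lost with median scaling (adjusted p = 0.691). Among the largest rises with A50 were ATP5MK, a subunit of the mitochondrial ATP synthase (log2 change 0.70, standard error 0.07), SLC33A2 (0.52, standard error 0.04), TTC13 (0.44, standard error 0.04) and FAM120B (0.43, standard error 0.03), each in 9 of 9 lines.

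**Figure D2:**
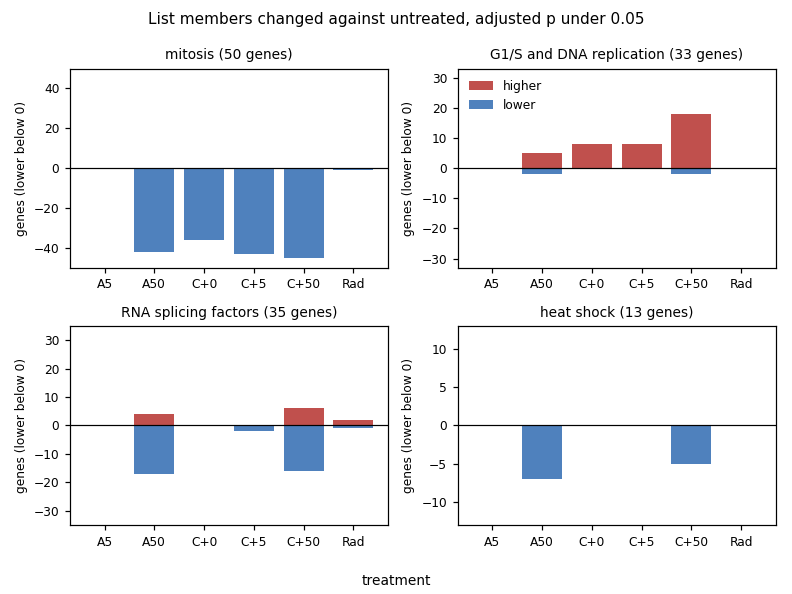
Number of members of 4 gene lists that were higher or lower than in untreated cells for each treatment, at an adjusted p under 0.05. Genes of mitosis are lower with A50, C+0, C+5 and C+50 (42, 36, 43 and 45 of 50), and splicing factors are lower with A50 (17 of 35). With median scaling, which is not drawn, the counts for mitosis are 47, 28, 15 and 43.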

Unsupervised analysis of the gene expression profiles of the cell lines under different treatment conditions showed cells clustering by cell of origin rather than by treatment (Fig. 6B). 

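In the 5 sensitive lines of Table S2, C+50 changed 2667 probes against Con (1211 higher and 1456 lower at an adjusted p under 0.05 from limma), and in the 4 insensitive lines it changed 3095 (1440 higher and 1655 lower). CENPA fell by 0.86 on the log2 scale in the sensitive lines (standard error 0.09, adjusted p = 4.11e-10, 5 of 5 lines) and by 0.94 in the insensitive lines (standard error 0.10, adjusted p = 1.56e-09, 4 of 4 lines). RBMX fell by 0.79 in the sensitive lines (standard error 0.08) and by 0.76 in the insensitive lines (standard error 0.09). ATP5MK rose by 0.65 in the sensitive lines (standard error 0.10) and by 0.80 in the insensitive lines (standard error 0.11). Of the 50 genes of mitosis, 38 were lower in the sensitive lines (44 adjusted over the list alone) and 42 in the insensitive lines (45 adjusted over the list alone), and none was higher. Of the 33 genes of G1/S and DNA replication, 18 were higher and 1 lower in the sensitive lines (20 higher and 1 lower adjusted over the list alone), and 9 were higher and 4 lower in the insensitive lines (13 higher and 4 lower adjusted over the list alone), where the adjusted p was 0.000183 from camera (adjusted p = 0.275 with an estimated correlation). MCM5, a subunit of the replicative helicase, rose by 0.52 in the sensitive lines (adjusted p = 1.32e-07), and its log2 change in the insensitive lines was 0.19 (adjusted p = 0.0856), a difference of 0.32 (standard error 0.10, adjusted p = 0.43).

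The effects of C+50 in the 2 groups, which share no arrays, had much in common: 606 probes were higher in both (56.8 if independent), 765 were lower in both (78.5 if independent) and none went in opposite directions among those called in both. The test of the difference between the groups' effects called 0 probes in limma, with 2205 at an unadjusted p under 0.05. At an unadjusted p under 0.01 with a fold of at least 1.5, 25 probes were called in the sensitive lines (4 higher and 21 lower) and 37 in the insensitive lines (11 higher and 26 lower).

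Median scaling gave 392 higher and 663 lower probes in the sensitive lines and 311 higher and 1011 lower in the insensitive lines, and without the block of cell line the counts were 1 and 0. With only the compared arrays fitted they were 1308 and 1374. The count was 1652 without DMS153 in the sensitive lines and 1949 without DMS53 in the insensitive lines, and that of the difference was 4 without DMS53, 4 without H69 and 1 without DMS114. With the fold of at least 1.5, it was 16 without DMS153 in the sensitive lines, and in the insensitive lines 24 without DMS53, 60 without H128 and 70 without H69.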

A hierarchical supervised analysis of the gene expression profile of the two clusters of cells identified in Figure 6A (PARP inhibitor sensitive vs. PARP insensitive) before and after exposure to the optimal concentrations required for cytotoxicity i.e., cisplatin (IC_50_) and veliparib concentrations (50 *μ*mol/L), revealed a panel of 24 genes and pseudo genes (27 probe sets) with differential expression between the two cell clusters (Table S3). Five of these genes were restricted to the sensitive cell lines (*GLS*, *UBEC2*, *HACL1*, *MSI2*, and *LOC100129585*), 9 were restricted to the insensitive cell lines (*CENPE, CRYGS, FAM83D, FLJ44342, GNA12, LOC88523, LRDD, N4BP2L2, SLC35A3, SPC25*) and the remaining genes were common to both groups (*AURKA, CENPA, DLGAP5, HMMR, KIF20B, LOC100129585, LOC100131735, RBMX, SFRS3*; Fig. 6C). 

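The genes that Table S3 lists for 1 group of lines moved in the same direction in the other group. UBE2C, a ubiquitin-conjugating enzyme of the anaphase-promoting complex, fell by 0.71 on the log2 scale in the 5 sensitive lines (standard error 0.08, adjusted p = 1.32e-09 from limma) and by 0.46 in the 4 insensitive lines (standard error 0.08, adjusted p = 0.000111). HACL1, a peroxisomal lyase, fell by 0.64 in the sensitive lines (standard error 0.07) and by 0.46 in the insensitive lines (standard error 0.07). MSI2, an RNA-binding protein, fell by 0.79 in the sensitive lines (standard error 0.08) and by 0.56 in the insensitive lines (standard error 0.08), while another of its probes was at 0.02 in the sensitive lines (adjusted p = 0.907). CRYGS, a lens crystallin, rose by 0.65 in the insensitive lines (standard error 0.07) and by 0.34 in the sensitive lines (standard error 0.06). SPC25, a kinetochore protein, fell by 0.61 and by 0.47, and CENPE, a kinetochore motor, by 0.61 and by 0.46 at 1 probe and by 0.68 and by 0.59 at the other, in the insensitive and the sensitive lines. FAM83D fell by 0.67 and by 0.55, and SLC35A3 by 0.59 and by 0.42. GNA12, a G protein subunit, had a fold of 1.501 in the insensitive lines and of 1.498 in the sensitive lines.

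Of the 36 entries of the table, 28 could be paired with a named probe of the gene (for PIDD1, not the probe of the entry). All 28 changed at an adjusted p under 0.05 in both groups, with no fold asked for, whereas the table's entries were chosen by an unadjusted p and a fold. The study chose these genes on the same arrays, so their direction is not independent evidence. The test of the difference between the groups called 0 of the 28 (limma), with 6 at an unadjusted p under 0.05. The lowest of these was that of CRYGS, whose rise was smaller in the sensitive lines by 0.31 (standard error 0.09, adjusted p = 0.43 from limma). For UBE2C the difference was -0.25 (standard error 0.11, adjusted p = 0.651), for HACL1 -0.18 (standard error 0.10, adjusted p = 0.728) and for MSI2 -0.23 (standard error 0.11, adjusted p = 0.695). The N4BP2L2 probe of the table rose by 0.83 in the insensitive lines and by 0.58 in the sensitive lines, whereas the brightest probe of that gene fell in both. PIDD1, listed as LRDD, is a death domain protein that rose by 0.56 in the insensitive lines at its named probe, which is not the one that matches the entry, and by 0.28 in the sensitive lines (adjusted p = 0.0307), where the call was lost with median scaling (adjusted p = 0.147), with only the compared arrays fitted (adjusted p = 0.279), with the lines whose cisplatin IC_50_ fell by at least 50% (adjusted p = 0.0757), with an ordinary linear model without moderation (adjusted p = 0.0567), and without DMS153 (adjusted p = 0.21), H187 (adjusted p = 0.162) or H209 (adjusted p = 0.0928).

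**Figure D3:**
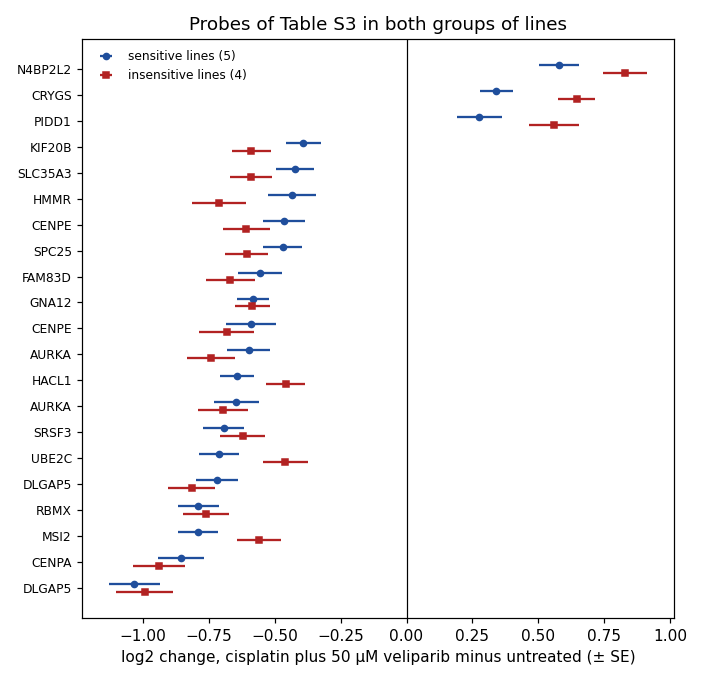
Log2 change of the Table S3 probes with C+50 against Con in the 5 sensitive and the 4 insensitive lines (points, with standard errors as bars). Both groups lie on the same side of 0 at every probe, as for UBE2C at -0.71 and -0.46.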

We speculate that this panel of genes either alone or in combination may identify the cell population likely to be sensitive to cisplatin and/or the combination of a PARP inhibitor and DNA damaging agents.

**Figure 6:**
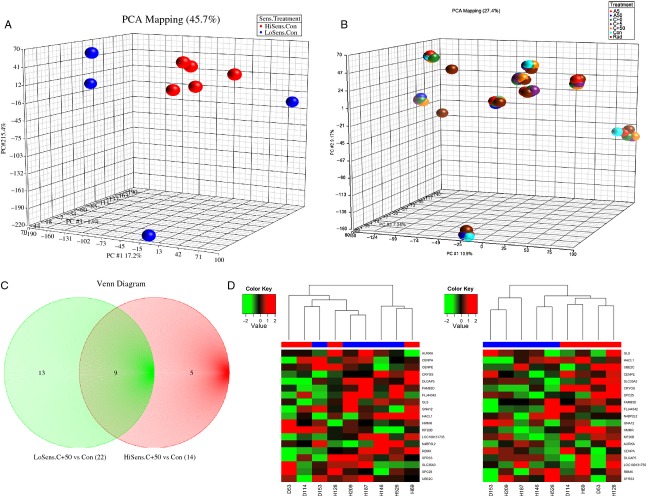
(A) Genomic DNA and RNA extracted from untreated exponentially growing cells as described were employed for gene expression profiling on the Illumina and NanoString nCounter platforms. Unsupervised analysis of the native gene expression profiles of the 9 SCLC cell lines was conducted using principal component analysis (PCA) method. Five cell lines observed to cluster together (Red) were the same cell lines that displayed increased sensitivity to cisplatin and the potentiation of cisplatin by veliparib. (B) Cells were treated by continuous exposure for 24 h to vehicle, Con, control; A5, veliparib (5 *μ*mol/L); A50, veliparib (50 *μ*mol/L); C + 0, cisplatin alone (IC_50_ concentration for the respective cell lines); C + 5, cisplatin + veliparib (5 *μ*mol/L); C + 50, cisplatin + veliparib (50 *μ*mol/L); Rad, radiation (single time point exposure to 2 Gy). Harvested cells were employed for DNA and RNA extraction as described and employed for gene expression profiling on the Illumina and NanoString nCounter platforms. PCA of the gene expression profiles of SCLC cell lines under different treatment conditions. Cells were observed to cluster principally by cell of origin rather than by specific type of treatment. (C) Venn diagram showing the distribution of the 23 differentially expressed genes and pseudo genes when untreated and treated cell lines were compared based on the sensitivity to cisplatin and PARP inhibitor potentiation of cisplatin cytotoxicity. (D) Left: Cluster analysis of Illumina expression data using the median expression value as cut off for the genes of interest showed clustering of genes according to sensitive (blue) and insensitive (red) status. Right: Cluster analysis of NanoString nCounter expression data showed separation of the cell lines into two groups, sensitive (blue) and insensitive (red).

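In untreated cells, UBE2C, HACL1 and MSI2 did not separate the sensitive from the insensitive lines of Table S2. The log2 signal of UBE2C, at its brightest probe and not at that of Table S3, was 11.84 ± 0.20 (SD, n = 5) in the sensitive lines and 11.43 ± 0.69 (SD, n = 4) in the insensitive lines (exact permutation test, p = 0.238). HACL1 was at 8.55 ± 0.36 and 8.59 ± 0.27 (exact permutation test, p = 0.802), and MSI2 at 8.29 ± 0.38 and 8.09 ± 0.79 (exact permutation test, p = 0.651). Hierarchical clustering of the 9 Con arrays on 21 probes of Table S3 (scaled per probe, complete linkage) put H146, H526 and H69 in 1 cluster and the other 6 lines in the other. This placed 5 of 9 lines with their group, the fewest that a division in 2 can give (exact permutation p = 1 over all groupings). The 3 genes UBE2C, HACL1 and MSI2 alone also placed 5 lines, and with PRKDC they placed 6 (exact permutation p = 0.444). With median scaling, the 21 probes placed 8 of 9 lines (exact permutation p = 0.0476).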

Further validation of these findings was obtained using a different gene expression platform with the nCounter NanoString technology. Unsupervised analysis of the nCounter NanoString expression data for this gene panel showed a similar clustering pattern of the cell lines as was obtained using the expression data acquired on the Illumina platform (Fig. 6D). A more robust bioinformatics analytic approach reproducibly identified a subset of this gene panel as characteristic of the platinum/PARP inhibitor sensitive and insensitive cell lines (Figs. S1 and S2).

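MSH6, a mismatch repair protein, was higher in the untreated sensitive lines than in the insensitive lines by 0.37 on the log2 scale (standard error 0.06, adjusted p = 0.015 over the list alone). FANCL, a ubiquitin ligase of the Fanconi anaemia pathway, was higher by 0.84 (standard error 0.18, adjusted p = 0.0276 over the list alone), and MDC1, a mediator of the DNA damage checkpoint, by 0.35 (standard error 0.08, adjusted p = 0.0366 over the list alone). These were 3 of the 37 measured genes of a list of 45 repair genes picked here from Table S1, which holds other genes as well and of which the paper counts 31 as DNA repair genes, and none of them passed when adjusted over all probes (adjusted p = 0.384, 0.397 and 0.49 from limma). The 37 repair genes placed 7 of 9 untreated lines with their sensitivity group (exact permutation p = 0.167 over all groupings). Over all 63 arrays, each array's nearest by the repair genes was of the same cell line.

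Under treatment, single repair genes moved in both directions and the list as a whole did not pass camera's test. With A50, 6 of the 37 genes were higher and 4 lower (6 higher and 5 lower adjusted over the list alone, adjusted p = 0.745 from camera), and with median scaling none was higher in limma and 5 were lower. NBN, a subunit of the complex that senses double strand breaks, fell by 0.37 with A50 (standard error 0.04, adjusted p = 2.64e-11 from limma, 9 of 9 lines). With C+50, 7 genes were higher and 4 lower (10 higher and 5 lower adjusted over the list alone, adjusted p = 0.645 from camera), and with median scaling 5 and 3. MSH6 rose by 0.32 with C+50 (standard error 0.05, adjusted p = 3.6e-07, 9 of 9 lines), XPC, a damage sensor of nucleotide excision repair, rose by 0.26 (standard error 0.04, adjusted p = 6.21e-07, 8 of 9 lines), and BRCA1 fell by 0.18 (standard error 0.04, adjusted p = 0.00209, 7 of 9 lines). Among repair genes outside Table S1, RAD51AP1, a partner of homologous recombination, fell by 0.46 with C+50 (adjusted p = 3.58e-09, 9 of 9 lines), and RAD54L, a motor protein of the same pathway, rose by 0.37 (adjusted p = 5.18e-10, 9 of 9 lines). Of 25 measured genes of homologous recombination and the Fanconi anaemia pathway, 8 were higher and 4 lower with C+50 (11 higher and 4 lower adjusted over the list alone, adjusted p = 0.0727 from camera). With C+5, 4 were higher and none lower (6 higher adjusted over the list alone), with an adjusted p of 0.0105 from camera and of 0.0705 with an estimated correlation, and with median scaling none was called in limma (4 higher adjusted over the list alone). From the genes of Table S3 found on these arrays, the paper speculates that the panel, as a whole or in part, may mark cells that respond to cisplatin or to a PARP inhibitor given with a DNA damaging agent.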

## Discussion

This preclinical study of veliparib provides evidence in support of the strategy of targeting PARP enzyme as a potential therapy of SCLC. Emerging evidence from phospho-proteomic and genomic analysis has shown that PARP enzyme is highly expressed in SCLC and may, therefore, be a valid target for therapy [24]. Indeed, recent work evaluating BMN673, a potent PARP inhibitor, in SCLC supported the promise of PARP inhibition as a therapeutic option in SCLC [32]. Initial attempts at clinical translation of PARP inhibition relied on a strategy of synthetic lethality targeting genetically vulnerable tumors such as BRCA1- and BRCA2-deficient breast and ovarian cancers. The limitations of such an approach have become apparent due to limited efficacy of single-agent PARP inhibitor therapy [8–10, 33]. The proficient DNA damage repair capability of cancer cell lines when exposed to ionizing radiation and chemotherapeutic agents has been shown to correlate with treatment resistance [34, 35]. Given the central role of PARP enzyme in DNA damage recognition and subsequent repair by BER and its potential role in homologous recombination repair (HRR), the use of a PARP inhibitor to impede the ability of cancer cells to repair DNA damage induced by cytotoxic agents is a rational approach under intensive preclinical and clinical evaluation. We, therefore, explored whether a pharmacologic PARP inhibitor, veliparib, in combination with DNA damaging agents could potentiate therapeutic efficacy in preclinical models of SCLC.

Protein PARylation is a widely used assay to assess effective PARP enzyme inhibition [15]. We observed a significant reduction in the level of PARylated proteins in cells treated with veliparib at a concentration of 5 *μ*mol/L but optimal therapeutic potentiation when combined with DNA damaging agents required a much higher concentration of the compound. This experience is similar to prior reports showing that a higher concentration of veliparib was required for in vitro modeling of therapeutic effect [36, 37]. This then suggests either that maximal abrogation of PARP enzyme catalytic activity required to impact DNA damage occurs at a much higher concentration than required to inhibit protein PARylation or that additional cellular mechanisms beyond PARP enzyme catalytic activity are involved. Interestingly, a recently proposed mechanism for PARP inhibitor-induced cytotoxicity suggests that a tight binding of PARP to damaged DNA in cells exposed to PARP inhibitor, so called “PARP-DNA trapping,” leads to impaired DNA transcription and translation and consequent cell death [38, 39]. This mechanism appeared to be independent of the catalytic inhibitory activity and occurred at a much higher concentration of veliparib than was required for catalytic inhibition [38]. The elucidation of the possible contribution of this alternative mechanism to veliparib activity in our model systems was outside the scope of the current study. Our experimental design exposed cells to veliparib at a single time point followed by toxicity assessment 72 h later, which raises the possibility of drug degradation over time resulting in a much lower effective drug concentration at the 72-h time point. We were able to establish that veliparib was stable in cell-containing media over a 72-h period (Fig. S3) indicating that agent degradation did not impact the results of our in vitro experiments. We also determined the intratumoral veliparib concentration of 2 *μ*mol/L to be sufficient for in vivo potentiation of the antitumor effect of cisplatin, further supportive of the contention that the high in vitro concentration might be model dependent. It is worth noting that a similar model-dependent effect of PARP inhibitors was observed between short-term versus prolonged long-term in vitro assays [24]. More importantly, we observed increased intratumoral platinum concentration in the presence of veliparib, which may indicate another mechanism by which veliparib potentiates cisplatin activity. PARP inhibition was shown in experimental models of myocardial ischemia to activate the phosphoinositol-3-kinase-Akt/protein kinase B signaling pathway leading to vasodilation and increased nutrient delivery [40]. While it is plausible that increased vascular dilatation contributed to the higher levels of platinum observed in the presence of veliparib, further investigation is required to determine the relative contribution of increased platinum delivery and DNA binding, and reduced rate of DNA-platinum adduct repair to the potentiating effect of veliparib.

The selective potentiation of cytotoxic chemotherapy by veliparib in vitro and in vivo is similar to the work of other groups [36, 41]. This preclinical observation mirrors the clinical experience with SCLC, where patients manifest differential sensitivity to standard chemotherapy agents. In order to gain a clearer insight into the underlying mechanism for this differential sensitivity, we interrogated differences in other DNA repair enzymes based on the hypothesis that the activity of these complementary pathways may compensate for the consequence of PARP inhibition. We observed that DNA-PKcs expression and modulation correlated with the sensitivity of the cell lines to PARP inhibition. This observation is mechanistically relevant because DNA-PKcs is a central mediator of the nonhomologous end joining (NHEJ) DNA repair pathway, which is activated by double strand breaks resulting from the ineffective BER and HRR pathways following PARP enzyme inhibition. DNA-PKcs along with Ku70 and Ku80 form the DNA-PK holoenzyme complex, which cooperates with ATR and ATM proteins in NHEJ DNA repair. DNA damage response analysis using expression profiling identified differential ATM and ATR pathway activation in cell lines treated with veliparib in combination with topotecan in a p53-dependent manner [42]. Similarly, pharmacological inhibition of ATR using VE-821 induced greater sensitivity to veliparib in BRCA1-deficient ovarian cancer cell lines [43]. We observed that increased sensitivity to cisplatin (low IC_50_) correlates with the degree of potentiation by veliparib in our cell line panel. Clinical observation in ovarian cancer patients treated with olaparib also showed that the clinical benefit of this PARP inhibitor correlated with prior platinum sensitivity of the disease [44]. Furthermore, we observed that the relatively platinum sensitive and PARP inhibitor sensitive cell lines have lower DNA-PKcs gene and protein expression. 

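PRKDC, which encodes DNA-PKcs, the kinase of DNA end joining, was lower in the untreated sensitive lines of Table S2 than in the insensitive lines. Its log2 signal was 9.15 ± 0.32 (SD, n = 5) in the sensitive lines and 9.88 ± 0.38 (SD, n = 4) in the insensitive lines, a difference of -0.74 (exact permutation test over all splits of the lines, two-sided p = 0.0317, adjusted p = 0.634 over a family of 20 tests). Its other 3 probes were lower too, by differences of -0.48 (exact permutation p = 0.0238), -0.53 (exact permutation p = 0.0635) and -0.49 (exact permutation p = 0.0238). Over all probes in limma, the adjusted p was 0.563. The level of PRKDC was not related to the cisplatin IC_50_ over the 9 lines (Pearson r = 0.155, exact permutation p = 0.699; Spearman rho = 0.033, p = 0.948; r = 0.118 without H187 and H526). With the log2 ratio of the IC_50_ with 50 µmol/L veliparib to that without, r was 0.563 (exact permutation p = 0.118, adjusted p = 0.787) and rho 0.6 (p = 0.0968), and r was 0.804 without H128 and H526. For UBE2C, HACL1 and MSI2, r with the IC_50_ was -0.193, -0.505 and -0.405 (exact permutation p = 0.569, 0.161 and 0.271).

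With median scaling the difference in PRKDC was -0.66 (exact permutation p = 0.0714), with the lines named beside Fig. 6A it was -0.07 (exact permutation p = 0.825), and with the lines whose cisplatin IC_50_ fell by at least 50% it was -0.57 (exact permutation p = 0.103). The exact permutation p was 0.0536 without DMS114, 0.0536 without DMS53, 0.0571 without DMS153, 0.0571 without H146, 0.0571 without H209 and 0.0571 without H526. The relation with the IC_50_ ratio had r = 0.789 without H128 (exact permutation p = 0.0266), and H128 was the lowest of the insensitive lines, at 9.32. Protein levels were not analysed here.

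**Figure D4:**
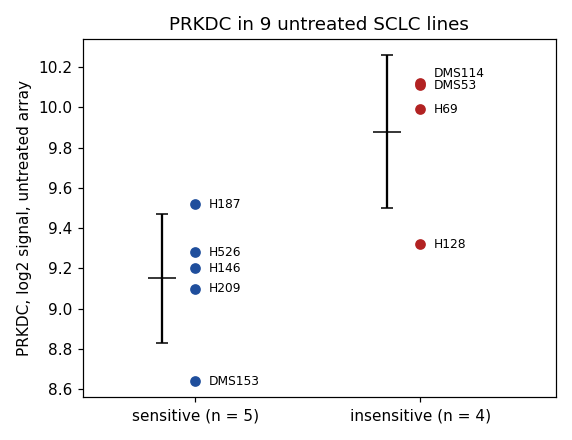
Log2 signal of PRKDC in the untreated cell lines (points), with the mean and SD of the 5 sensitive and the 4 insensitive lines of Table S2. The means are 9.15 and 9.88, and H128 lies at 9.32 among the insensitive lines.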

Our data thus suggest that cells with high levels of constitutive DNA-PKcs expression might be less sensitive to DNA damaging agents. This might, however, be the result of the activity of DNA-PKcs on other cellular mechanisms in addition to DNA repair. For instance, DNA-PKcs can mediate platinum-resistance through a NHEJ pathway-independent mechanism by activating nuclear pAKT [45]. Subchronic treatment with olaparib was also shown to activate AKT in a spontaneous BRCA-deficient mouse model of breast cancer [46]. Furthermore, shRNA depletion of DNA-PKcs increased sensitivity of ovarian cancer cell lines to cisplatin while a strong association was demonstrated between cisplatin sensitivity and the expression of DNA-PKcs in patient-derived glioblastoma cell lines [47–49]. Contrarily, however, direct interaction between PARP and DNA-PKcs inhibits PARP activity while stimulating DNA-PKcs activity [6, 37, 50]. Also Patel et al. reported that an intact NHEJ repair mechanism, by generating error-prone DNA fragment and genomic instability, is necessary for the cytotoxic effect of PARP inhibition specifically in HRR-deficient cells [37]. Overall, the interaction between DNA-PKcs and PARP appears context and model dependent as evidenced by the variable effects of combined inhibition of DNA-PKcs and PARP in different model systems [51, 52]. Nonetheless, it is reasonable to anticipate that DNA-PKcs expression may offer a clinically relevant biomarker for optimal targeting of PARP inhibitors.

In conclusion, our preclinical investigation showed that PARP inhibition with veliparib potentiates the activity of DNA damaging agents in SCLC both in vitro and in vivo. The selectivity of this potentiation correlates with platinum sensitivity of the cell lines as well as the level of DNA-PKcs expression and modulation. An ongoing phase I/II clinical trial, E2511 (NCT01642251), is already translating these findings in patients with newly diagnosed SCLC. The expression profile of a 5-gene panel identified in this work may also predict both platinum sensitivity and PARP inhibitor efficacy in SCLC and potentially other tumor types, but this would have to be confirmed.

## Supporting Information

**Figure S1.** Unsupervised analysis of DNA repair gene expression from the Illumina platform. **Figure S2.** Illumina and nCounter NanoString expression data including PRKDC. **Figure S3.** Stability of ABT-888 in cell-containing media over a 72-h period.

**Table S1.** A list of 129 DNA repair and cancer-associated genes included in the ncounter nanostring gene expression assay.

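Table S2 gives, for each cell line, the drug concentration that inhibited growth by 50% in the MTS assay, alone and with veliparib (ABT-888) at 5 and 50 µmol/L. The gain from veliparib is the fall in that concentration. Computed from the table's values, the cisplatin IC_50_ fell with 50 µmol/L veliparib by 75% in H526, 74.5% in DMS153, 73.1% in H146, 64.7% in H187, 44.4% in H209 and 40% in DMS114. The computed falls were -2.33% in H69, -10.4% in DMS53 and -63.4% in H128, where a negative value is a higher IC_50_ with veliparib. The 5 lines that the table marks are H146, H187, H209, H526 and DMS153. Its footnote gives the mark for a fall of over 50% in the IC_50_ of a chemotherapy agent and does not limit it to cisplatin. With 50 µmol/L veliparib, the IC_50_ of carboplatin and etoposide fell by 61.6% and 78.9% in H209. In DMS114, which is not marked, the computed falls were 14.1% and -30.4%. No expression value enters this table, and its measurements were not analysed here beyond these ratios.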

**Table S2.** IC_50_ concentrations of cisplatin (*µ*mol/L), carboplatin (*µ*mol/L), and etoposide (*µ*mol/L) in the absence and presence of ABT-888.

**Table S3.** Differentially expressed genes based on the therapeutic potentiation by veliparib.

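Each entry of Table S3 is a probe whose mean log2 signal with C+50 differed from that of Con in 1 group of lines, given as a ratio on the linear scale, with a fold that carries a minus sign where the ratio is below 1 and a p-value that is not adjusted. Of its 36 entries, 14 belong to the sensitive lines and 22 to the insensitive lines. For each entry, the probe of its gene with the ratio closest to the table's was taken, so the match below is not independent of the table. For AURKA, CENPA, CENPE, DLGAP5, RBMX and the other genes with a named probe, the ratio computed from the arrays lay within 0.001 of the table's at 27 of 28 entries (r = 0.9996 across entries of the log2 ratios, which are not independent). The exception was PIDD1, listed as LRDD, whose named probe had a ratio of 1.474 in the insensitive lines, while 1 probe not named here lay within 0.001 of the table's ratio, so the named probe is another one than that of the entry. The other 8 entries could not be paired with a probe by their symbol. The ratios of RBMX, DLGAP5 and CENPA in the sensitive lines were 0.579, 0.489 and 0.552, and those in the insensitive lines 0.590, 0.502 and 0.522. The root mean square difference of the log2 ratios from the table's was 0.0152 with the 5 sensitive lines that Table S2 marks and 0.0752 with the lines named beside Fig. 6A, so the former set was used. In the table's own p-values, 4 entries of the sensitive lines and 9 of the insensitive lines lie above 0.01.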

# Supplementary material for: Poly (ADP) ribose polymerase enzyme inhibitor, veliparib, potentiates chemotherapy and radiation in vitro and in vivo in small cell lung cancer
**Source:** Cancer Med. 2014 Aug 13;3(6):1579–94. doi: 10.1002/cam4.317
**Supplement:** Supplementary file 1 — Figure S1. Unsupervised analysis of DNA repair gene expression from the Illumina platform. Figure S2. Illumina and nCounter NanoString expression data including PRKDC. Figure S3. Stability of ABT-888 in cell-containing media over a 72-h period.

## Slide 1

# S1: Unsupervised analysis of DNA-repair gene expression from the Illumina platform

## Slide 2

# S2: Illumina and nCounter NanoString expression data including PRKDC

## Slide 3

# S3: Stability of ABT-888 in cell-containing media over a 72 hour period
### Chart
| Category | H128 | H146 |
|---|---|---|
| 0 | 11191.209103712727 | 12039.10513395496 |
| 6 | 12271.871575003488 | 12312.972978964548 |
| 24 | 11868.450240470573 | 11686.327274643927 |
| 48 | 11847.562409314953 | 11717.018557617814 |
| 72 | 12303.65290930676 | 12485.369587318439 |

# Supplementary material for: Poly (ADP) ribose polymerase enzyme inhibitor, veliparib, potentiates chemotherapy and radiation in vitro and in vivo in small cell lung cancer
**Source:** Cancer Med. 2014 Aug 13;3(6):1579–94. doi: 10.1002/cam4.317
**Supplement:** Supplementary file 2 — Table S1. A list of 129 DNA repair and cancer-associated genes included in the ncounter nanostring gene expression assay.

**Table S1: A list of 129 DNA-Repair and Cancer Associated Genes Included in the nCounter NanoString Gene Expression Assay**

# Supplementary material for: Poly (ADP) ribose polymerase enzyme inhibitor, veliparib, potentiates chemotherapy and radiation in vitro and in vivo in small cell lung cancer
**Source:** Cancer Med. 2014 Aug 13;3(6):1579–94. doi: 10.1002/cam4.317
**Supplement:** Supplementary file 3 — Table S2. IC50 concentrations of cisplatin (µmol/L), carboplatin (µmol/L), and etoposide (µmol/L) in the absence and presence of ABT-888.

**Table S2: IC50 concentrations of cisplatin (µM), carboplatin (µM) and etoposide (µM) in the absence and presence of ABT-888**

| ***Cell line*** | ***Cisplatin*** | ***Cisplatin**** | ***Cisplatin#*** | ***Carboplatin*** | ***Carboplatin**** | ***Carboplatin#*** | ***Etoposide*** | ***Etoposide**** | ***Etoposide#*** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| H146^ | 5.2±0.7 | 4.1±0.6 | 1.4±0.1 | 49.6±13.1 | 82.6±10.3 | 27.9±7.6 | 0.6±0.3 | 0.2±0.03 | 0.2±0.03 |
| H187^ | 1.7±0.3 | 1.6±0.3 | 0.6±0.2 | 12.7±2.7 | 12.4±2.3 | 4.9±2.5 | 0.2±0.1 | 0.2±0.02 | 0.2±0.2 |
| H128 | 14.5±2.4 | 23.0±8 | 23.7±7.6 | 106.4±9.6 | 115.4±27.8 | 157.4±53.3 | 10.6±4.2 | 11.9±2.4 | 14.6±3 |
| H69 | 4.3±0.7 | 5.1±1 | 4.4±1.0 | 76.9±27.8 | 120.8±21.4 | 81.2±8.8 | 9.6±4.6 | 19.4±7.4 | 43.5±18.7 |
| H209^ | 14.2±6.4 | 13.5±6.8 | 7.9±4.5 | 258.1±99.8 | 288.6±128.5 | 99.2±39.7 | 3.8±1.5 | 1.6±0.9 | 0.8±0.6 |
| DMS153^ | 4.7±0.7 | 3.0±0.7 | 1.2±0.8 | 57.8±9.2 | 43.2±11.9 | 14.1±8.9 | 5.3±1.1 | 2.8±0.1 | 0.7±0.7 |
| H526^ | 0.4±0.1 | 0.3±0.1 | 0.1±0.1 | 7.2±1.7 | 6.6±1.2 | 2.4±2.0 | 0.7±0.1 | 0.6±0.01 | 0.07±0.06 |
| DMS114 | 8.0±1.3 | 7.6±2.7 | 4.8±3.1 | 85.8±12.8 | 96.2±21.4 | 73.7±56.3 | 12.5±0.1 | 12.1±1.3 | 16.3±2.7 |
| DMS53 | 12.5±2.3 | 17.4±2.1 | 13.8±3.5 | 146.2±36.4 | 198.0±67.5 | 179.3±43.3 | 35.3±14.7 | 46.4±2.1 | 39.7±11.5 |
| - - combined with veliparib (5µM) - # - combined with veliparib (50µM) - ^ - significant therapeutic potentiation (>50% reduction in IC50 of chemotherapy agent in the presence of ABT-888) observed. | | | | | | | | | |

# Supplementary material for: Poly (ADP) ribose polymerase enzyme inhibitor, veliparib, potentiates chemotherapy and radiation in vitro and in vivo in small cell lung cancer
**Source:** Cancer Med. 2014 Aug 13;3(6):1579–94. doi: 10.1002/cam4.317
**Supplement:** Supplementary file 4 — Table S3. Differentially expressed genes based on the therapeutic potentiation by veliparib.

**Table S3: Differentially expressed genes based on therapeutic potentiation by veliparib**

| *SYMBOL* | *p-value (Treatment vs. Control)* | *Ratio (Treatment vs. Control)* | | *Fold-Change (Treatment vs. Control)* |
| --- | --- | --- | --- | --- |
| Genes with Significant Change in Expression Profile within the PARP inhibitor Insensitive Cell Lines | | | | |
| LOC100129585 | 0.000323 | | 0.581426 | -1.71991 |
| RBMX | 0.000447 | | 0.589658 | -1.6959 |
| GNA12 | 0.002389 | | 0.666187 | -1.50108 |
| DLGAP5 | 0.001412 | | 0.502178 | -1.99133 |
| LOC100131735 | 0.000421 | | 0.58341 | -1.71406 |
| FLJ44342 | 0.000127 | | 1.55278 | 1.55278 |
| CENPA | 0.002023 | | 0.521589 | -1.91722 |
| HMMR | 0.000304 | | 0.610075 | -1.63914 |
| DLGAP5 | 0.005133 | | 0.568203 | -1.75993 |
| KIF20B | 0.002885 | | 0.66522 | -1.50326 |
| CRYGS | 0.000113 | | 1.56508 | 1.56508 |
| FAM83D | 0.006619 | | 0.629408 | -1.58879 |
| SPC25 | 0.004633 | | 0.65665 | -1.52288 |
| SFRS3 | 0.04031 | | 0.650251 | -1.53787 |
| AURKA | 0.012884 | | 0.617344 | -1.61984 |
| LOC88523 | 0.029342 | | 2.13811 | 2.13811 |
| N4BP2L2 | 0.030554 | | 1.77569 | 1.77569 |
| AURKA | 0.012674 | | 0.597865 | -1.67262 |
| CENPE | 0.02366 | | 0.656467 | -1.52331 |
| LRDD | 0.044125 | | 1.55844 | 1.55844 |
| CENPE | 0.043524 | | 0.623035 | -1.60504 |
| SLC35A3 | 0.028143 | | 0.664018 | -1.50598 |
|  |  | |  |  |
| Genes with Significant Change in Expression Profile within the PARP inhibitor Sensitive Cell Lines | | | | |
| SYMBOL | p-value (Treatment vs. Control) | Ratio (Treatment vs. Control) | | Fold-Change (Treatment vs. Control) |
| LOC100129585 | 4.75E-07 | 0.627205 | | -1.59437 |
| LOC100129585 | 1.50E-05 | 0.547442 | | -1.82668 |
| RBMX | 6.68E-05 | 0.578664 | | -1.72812 |
| DLGAP5 | 0.000266 | 0.488912 | | -2.04536 |
| LOC100131735 | 0.000163 | 0.594342 | | -1.68253 |
| CENPA | 0.001669 | 0.552114 | | -1.81122 |
| UBE2C | 0.00156 | 0.610259 | | -1.63865 |
| DLGAP5 | 0.005688 | 0.607084 | | -1.64722 |
| SFRS3 | 0.011304 | 0.618099 | | -1.61786 |
| GLS | 0.017325 | 1.6567 | | 1.6567 |
| AURKA | 0.009993 | 0.638952 | | -1.56506 |
| AURKA | 0.02376 | 0.66041 | | -1.51421 |
| HACL1 | 0.007434 | 0.640178 | | -1.56207 |
| MSI2 | 0.030249 | 0.578437 | | -1.7288 |

How the deposited data were processed for this re-analysis (not part of the article)

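Total RNA of 9 SCLC cell lines under 7 conditions was profiled on Illumina HT-12 v4 arrays scanned on an Illumina HiScan, with 1 array per line and condition. Established cell lines only were used, and none of the values belongs to a patient. The authors read out the arrays in GenomeStudio 2010.3. The deposited intensity of each probe and array is a mean over beads on the linear scale, once before normalization and once after quantile normalization over the 63 arrays by the authors, and whether background was subtracted is not stated. The deposited p-value of each probe and array is the detection p of the authors' software, against the negative control probes of the array.

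The conditions and lines were taken from the sample labels, with doses from the paper. Intensities before normalization, all above 0 (lowest 68.4), were quantile normalized in limma 3.58.1 under R 4.3.3 with data.table 1.17.8 and log2 transformed, without background correction. Probes were kept if their detection p was under 0.05 on at least 4 of the 63 arrays. Symbols came from the annotation of the platform; of the 30716 kept probes, 21620 had 1 symbol, 4 had several and 9092 had none that is used here. A few genes of the lists are not reported here. Arrays of the same line were alike in their deviations from the probe means of each condition (r from 0.9285 to 0.9821), no 2 arrays were duplicates, and no array stood nearer to another line than to its own.

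Treatments were compared by limma's lmFit and eBayes with the cell line as a fixed block and the Benjamini-Hochberg adjusted p under 0.05, over 9 lines or with 1 effect per treatment and sensitivity group. The comparisons were A5, A50, C+0, C+5, C+50 and Rad against Con, A50 against A5, C+5 and C+50 against C+0, the departure of C+50 from the sum of C+0 and A50, C+50 in the sensitive and the insensitive lines, the difference of these, and sensitive against insensitive lines at baseline on the 9 Con arrays. Counts were also made at the thresholds of the paper's methods, an unadjusted p under 0.01 with a fold of at least 1.5. The study names 2 sets of sensitive lines, and the set closer to the ratios of Table S3 was used, a rule fixed before the data were examined, as were the comparisons, the gene lists, the rule for named genes and the alternatives described as preset.

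Gene lists (24, with 1 probe per gene, that of the highest mean signal) were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, adjusted over the 24 lists of a comparison. The lists reported are mitosis, G1/S and DNA replication, splicing factors, heat shock, histones, oxidative stress, p53 targets, homologous recombination with the Fanconi anaemia pathway, nucleotide excision repair, repair genes picked here from Table S1 (45), neuroendocrine markers, fibroblast markers, leucocyte markers, squamous and luminal epithelial markers, and the genes of Table S3. The genes named are, for each main comparison, the 6 with the largest rise and the 6 with the largest fall among those past the test and moved the same way in every line, every gene the paper names for these arrays or in Table S3, a short list of repair and cell cycle genes, and up to 4 members of each list with the largest change. The values of Table S3 had been seen before this rule was written.

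Single values at baseline were compared by exact permutation over all splits of the lines, and correlations over 9 lines by all pairings. Lines were clustered on Euclidean distances of values scaled per probe with complete linkage. The fits were tested on simulated data, with 200 changed probes added to noise of the measured size. Of changes of 0.25 on the log2 scale, 98.5% were called over 9 lines, 86.6% in the sensitive lines, 83.6% in the insensitive lines and 46.3% for the difference between the groups, and of those of 0.5, 100% were called for the difference. At baseline 67.2% of differences of 1 and 93.9% of differences of 2 were called. The median standard error of a log2 change was 0.045 in the sensitive lines, 0.051 in the insensitive lines and 0.139 for the baseline difference.

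Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The preset alternatives were neqc with an offset of 16, the authors' normalized values, median scaling, no filter, a stricter filter (detection p under 0.01 on at least 32 arrays), a fit to the compared arrays alone, no block, an ordinary linear model without moderation, the other set of sensitive lines, the lines whose cisplatin IC_50_ fell by at least 50%, each line left out in turn, the 2000 most variable probes, average linkage, values centred without scaling, the mean of all probes of a gene, and an estimated correlation. A fit without block, moderation and filter together, and fits of the radiation arrays in the H lines and in the DMS lines, were added after the data were seen. A block by BeadChip was not run, since the BeadChip of an array is not named. The NanoString, Western blot, growth assay and xenograft measurements were not analysed here, apart from ratios of the IC_50_ values in Table S2.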

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

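In the first pattern the tests of detected probes, of the dose relation and of the number of probes under median scaling, and in the third the tests of a damage response within each set of lines, of ribosomal protein transcripts and of median scaling, were chosen only after the result was seen, as was the comparison of the H lines with the DMS lines itself.

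The paper does not report the treatments other than C+50 gene by gene, and the arrays hold probes changed by them against untreated cells in either direction: 3583 probes with A50, 387 with C+0, 511 with C+5 and 254 with Rad. When the labels of the compared arrays were swapped within lines in 100 drawn ways, chance could be excluded for A50 (3583 probes, highest other 2290), C+0 (387, highest other 145), C+5 (511, highest other 312), C+50 (5289, highest other 3504), A50 against A5 (2230, highest other 1276) and C+50 against C+0 (3604, highest other 2343), where 1 of 100 splits, the real one, was as large. For the departure of C+50 from the sum of C+0 and A50 (3, highest other 0) the real split was also the only one as large. That count was 0 without DMS53, H146 or H526, so the splits do not make it secure. Chance could not be excluded for Rad (254, highest other 1267, 6 of 100 splits) nor, with lines regrouped into 5 and 4, for the baseline difference (1, highest other 6, 17 of 100 groupings). For A5 (highest other 0), C+5 against C+0 (highest other 1) and the difference between the groups (highest other 62) the count was 0 in limma, so that all 100 of 100 splits are as large by construction and the splits decide nothing. The splits were too few for a share under 0.05 in the sensitive lines (16 splits, 2667, highest other 423) and the insensitive lines (8 splits, 3095, highest other 409).

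The first pattern is that veliparib moved 3583 probes at 50 µmol/L and 0 at 5 µmol/L (1299 at an unadjusted p under 0.05 in limma). Whether fewer probes were detectable on the A50 arrays cannot be told apart from the spread between lines: 6 of 9 lines had fewer than Con (mean difference -337 ± 821, SD, n = 9, exact permutation p = 0.258). Of the called probes, 58.3% stayed called in the same direction with median scaling. For single probes an effect of quantile normalization therefore cannot be told apart from one of the drug. The 3739 probes called with median scaling do not decide whether it is the source of the number, since they were mostly lower than Con. Median scaling evens out only the array medians, and array brightness was not tested as a source. The distance of the 75th percentile of raw log2 signal from the array median changed with A50 by -0.15 ± 0.135 (SD, n = 6) in the H lines. In the DMS lines it changed by -0.014 ± 0.152 (SD, n = 3). The changes correlated with those of 50 µmol/L veliparib on top of cisplatin, on separate arrays (r = 0.71 across probes, which are not independent), in line with an effect of the dose. What stays open, beside fewer detectable probes and array brightness, is how far the number and each rise or fall depend on the scaling.

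The second pattern is that probes of 1 gene moved in opposite directions with A50 in 29 of 335 genes with at least 2 called probes, against a mean of 174.4 (144 to 201) when called probes were assigned to genes at random. Noise of single probes is opposed by 93.1% of the 29 pairs keeping both directions in C+50 against C+0, and probes near background by a share of 6.9% with a probe detected on under 50% of the arrays. N4BP2L2 (0.78 and -0.23), HNRNPDL (0.38 and -0.48) and RFC3 (0.41 and -0.32) are examples, chosen after their values were seen. A candidate explanation is a change between transcript variants, which was not tested here.

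The third pattern is the response to radiation. A split that swaps the labels of the 6 H lines called 1267 probes against 254 for the real labels, which points to a structure of the samples, and a test of the difference chosen for that reason found 1021 probes whose change with Rad differed between the 6 H lines and the 3 DMS lines (rank 1 of 84 groupings, highest other 42), as for PTMA (0.75 in the H lines and -0.44 in the DMS lines) and CCNB1 (0.24 and -0.45). Argued against are Con arrays that differ (0 probes for A5, 953 at an unadjusted p under 0.05 in limma). A shift of background on the Rad arrays is not decided. Of never detected probes, 5.76% had an unadjusted p under 0.05 in limma, and 4.86% for the difference. Quantile normalization evens out a shift of a whole array before this test, so these shares cannot show one. A damage response shared with cisplatin by the probes as a whole is opposed by r = 0.023 in the H lines and r = 0.024 in the DMS lines (across probes, with C+0 against A5). The r of 0.059 over all lines decides nothing, since the changes of the 2 sets correlate at r = -0.213. These values cannot decide on a response confined to some genes either. Of 50 genes of mitosis, 8 had a higher change with Rad in the H lines than in the DMS lines and 0 a lower one (median difference 0.139, adjusted p = 1.81e-11 from camera and 0.625 with an estimated correlation). Quantile normalization as the source of the number is not decided by the 6313 probes with median scaling, which evens out only the array medians (6217 higher and 96 lower in the H lines, against 835 and 186, with 861 called in both in the same direction). Array brightness as covariates (the 75th percentile and its distance from the array median) left 362 probes, and this distance changed by 0.102 ± 0.096 (SD, n = 6) in the H lines and by -0.152 ± 0.097 (SD, n = 3) in the DMS lines (exact permutation p = 0.0238 over 84 splits) and the 75th percentile itself by 0.01 ± 0.121 and -0.102 ± 0.143 (SD, n = 6 and n = 3, exact permutation p = 0.274), so it cannot be told apart from the set of lines, nor can ribosomal protein transcripts be excluded (median difference 0.036 over 73 genes, but an SD of 0.158 against at most 0.076 under other treatments, and 4 genes higher). A difference between the origins of the lines was not tested and stays open, as does a batch, which no label names. In the order of the samples, the Rad arrays of the 6 H lines alternate with the other arrays of DMS153, and those of the 3 DMS lines stand last. The difference between the 2 sets cannot be told apart from this order. In every line the Rad array also comes after all other arrays of the line. How this order relates to the processing of the arrays is not stated.

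The change with C+50 differed between the H and the DMS lines at 179 probes. Some single samples lay far from the others of their group; 82 groups were examined and 9 such samples found, where chance gives about 4.1. The median raw signal of H128 was 103.4 with C+0 (nearest other 99.76) and 105 with C+5 (nearest other 101). PRKDC at baseline was 9.32 in H128 (nearest other insensitive line 9.99). DMS53 stood apart in the changes of CALML4 with C+5 (0.644, nearest other 0.326), FAM83D with C+0 (-0.966, nearest other -0.547), FAM83D with C+5 (-1.122, nearest other -0.531) and KIF20A with C+5 (-1.497, nearest other -0.749). H187 stood apart in RBMX with A50 (-1.172, nearest other -0.685) and DMS114 in SNHG9 with A50 (0.783, nearest other 0.466).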

How the results depend on the processing

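The fits of the H lines alone, of the DMS lines alone, and without block, moderation and filter together were chosen after the data were seen, and the other alternatives were preset. Under all alternatives together, 387 of 502 summary values kept their direction and their side of the threshold or stayed within 1.5 times the value given, 9 lost and 2 gained a call, and 104 moved further. Of 5961 values of single named genes, 4842 kept their call, 1111 lost it and 8 changed sign, and of 330 values of gene lists, 291 kept it, 38 lost it and 1 changed sign. The authors' normalized values changed none of the 29 summary values, no filter and a stricter filter changed 1 each, and the compactness of the 5 lines marked in Table S2 kept its side of the threshold in the settings run for that set. With only the compared arrays fitted, the counts were 11 for A5, 207 for C+0, 328 for C+5, 3504 for C+50, 3 for Rad, 1308 in the sensitive lines and 1374 in the insensitive lines, where fewer arrays estimate the spread. With no replicate block, so that the paired arrays of a line count as independent, they were 1 for A50, 13 for C+50, 6 for C+50 against C+0, 1 in the sensitive lines, and 0 for C+0, C+5, Rad, A50 against A5, the departure from the sum and the insensitive lines, and at a fold of 1.5 they were 10 and 13 in the sensitive and insensitive lines. With median scaling they were 225 for C+0, 58 for C+5, 3187 for C+50, 6 for Rad, 1481 for A50 against A5, 1448 for C+50 against C+0, 43 for the departure from the sum, 1055 in the sensitive lines, 1322 in the insensitive lines and 0 at baseline; the medians of all kept probes moved by at most -0.027. The panel then placed 8 lines, the first 3 components took 48.01%, PRKDC at baseline was -0.658, and NSDHL with A50 (-0.007) and PARP1 with C+50 (-0.015) changed sign. With neqc, the counts were 151 for Rad, 0 at baseline, 136 and 287 at a fold of 1.5, the correlation with Table S3 was 0.8884, and 2 lists passed at baseline. With an ordinary linear model they were 122 for Rad and 0 at baseline. The H lines alone gave 1725 probes for Rad and the DMS lines alone 4. Without block, moderation and filter, the counts were 1 and 0 in the sensitive and insensitive lines, and 10 and 13 at a fold of 1.5. With the other set of sensitive lines, they were 0 at baseline and 61 at a fold of 1.5 in the insensitive lines. The correlation with Table S3 was then 0.9865, 2 lists passed at baseline, PRKDC was -0.069, and neuroendocrine markers turned to a mean of -0.546. With the lines set by a fall of 50%, 0 probes passed at baseline and PRKDC was -0.567. With an estimated correlation, 0 of 4 lists passed at baseline. The first 3 components took 45.69% with no filter, 50.4% with a stricter filter and 52.21% when centred without scaling. With 1 line left out, the ranges were 135 to 499 for C+0, 234 to 579 for C+5, 14 to 647 for Rad, 0 to 8 for the departure from the sum, 1652 to 2927 and 1949 to 3109 in the sensitive and insensitive lines, 0 to 4 for their difference, 0 to 34 at baseline, 16 to 31 and 24 to 70 at a fold of 1.5, 0.9777 to 0.9986 for the correlation with Table S3, 0 to 5 lists at baseline, 51.48% to 54.55% for the components, -0.923 to -0.608 for PRKDC and 0.441 to 0.789 for its relation with the IC_50_ ratio. The line behind each such value is named beside the result, apart from the departure from the sum (0 without DMS53, H146 or H526, 6 without DMS114, 8 without H128), the lists at baseline (0 without DMS114, 2 without DMS153, 2 without H187) and the correlation with Table S3 (0.9777 without DMS53). The changes of PARP1 and PRKDC with C+50, close to 0, changed sign without DMS53 or DMS153 (PARP1) and without DMS114, DMS53, H187 or H209 (PRKDC), between -0.005 and 0.009 for PARP1 and between -0.077 and 0.053 for PRKDC. The cause was not tested in any of these cases unless stated. A block by BeadChip was not run. Signal over background limits the probes near it: the median raw signal was 92.65 to 110.5, and probes not detected on at least 4 arrays give no value.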

Differences from the paper's values

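The setting without block, moderation and filter was chosen after seeing the values; the other alternatives were set before the data were examined. At the thresholds of the paper's methods (an unadjusted p under 0.01 and a fold of at least 1.5), C+50 changed 25 probes in the sensitive lines, where the paper's Table S3 lists 14. The number was within 1.5 times the paper's with no replicate block (10), with the other set of sensitive lines (20) and without DMS153 (16). It was not with neqc (136), the authors' normalized values (25), median scaling (26), no filter (25), a stricter filter (25), only the compared arrays (25), an ordinary linear model (25), the lines set by a fall of 50% (31) or any other line left out (25 to 31). In the insensitive lines C+50 changed 37 probes, where the paper's Table S3 lists 22. The number was within 1.5 times the paper's with the lines set by a fall of 50% (25) and without DMS53 (24). It was not with neqc (287), median scaling (44), the authors' normalized values, no filter, a stricter filter, only the compared arrays or an ordinary linear model (37 each), no replicate block (13), the other set of sensitive lines (61) or any other line left out (37 to 70).

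With the block, moderation and filter all left out, a setting chosen after seeing the values, and with an unadjusted p under 0.05 in place of 0.01, exactly 14 probes in the sensitive lines and 22 in the insensitive lines had a fold of at least 1.5. Their ratios and p-values matched all entries of the table, so 0 of the paper's called items were dropped. At an unadjusted p under 0.01 the same setting gave 10 and 13 probes.

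The paper names H146, H187, H209, H526 and DMS114 as the lines that clustered tightly at baseline. With DMS114 the 5 lines ranked 44 by mean distance among all sets of 5 lines, and with DMS153 in its place they ranked 1; H146, H187, H209 and H526 are in both sets. The paper states that some genes of Table S3 were restricted to the sensitive or to the insensitive lines. All 28 entries with a named probe (for PIDD1 another probe than that of the entry) changed in both groups at an adjusted p under 0.05. That test asks for no fold, whereas the paper's list rests on an unadjusted p and a fold of at least 1.5. By that fold, UBE2C (1.639 and 1.376), HACL1 (1.562 and 1.375) and MSI2 (1.729 and 1.475) passed in the sensitive lines alone. CRYGS (1.267) and SPC25 (1.385) fell short of it in the sensitive lines, whereas 1 probe of CENPE (1.505) did not. The difference between the groups passed for 0 of the 28 (limma, 6 at an unadjusted p under 0.05). In simulated data this test called 46.3% of differences of 0.25, so differences of that size are not excluded. The paper states that the panel separates sensitive from insensitive lines in the array data. Clustering on its 21 named probes placed 5 of 9 lines with their group, and with median scaling it placed 8. The shares of variance over all probes match those printed in Fig. 6A and Fig. 6B (17.2%, 15.4% and 13.0% at baseline, and 10.9%, 9.17% and 7.34% over 63 arrays).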

Other observations

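Genes outside the claims moved with veliparib at 50 µmol/L as well. H2BC5, a replication-dependent histone gene that can also give polyadenylated transcripts, rose by 0.35 on the log2 scale with A50 (standard error 0.05, adjusted p = 2.94e-06 from limma, 9 of 9 lines), while 2 of 13 measured histone genes were higher and none was lower (2 higher adjusted over the list alone, adjusted p = 0.625 from camera; 2 higher and 1 lower with median scaling). MT1X, a metallothionein, fell by 0.32 with A50 (standard error 0.07, adjusted p = 0.000364, 9 of 9 lines), and of 15 measured genes of oxidative stress 1 was higher and 4 were lower (1 higher and 6 lower adjusted over the list alone, adjusted p = 0.215 from camera; 0 higher and 7 lower with median scaling). SNAP25, a SNARE protein of the presynaptic membrane that acts in vesicle fusion, fell by 0.24 with A50 (standard error 0.04, adjusted p = 4.53e-06, 9 of 9 lines), and of 23 measured neuroendocrine markers 1 was higher and 2 were lower (1 higher and 2 lower adjusted over the list alone, adjusted p = 0.839 from camera; 0 higher and 5 lower with median scaling). RAD23B, a partner of XPC, fell by 0.28 with A50 (standard error 0.04, adjusted p = 3.4e-07, 8 of 9 lines), while of 25 measured genes of nucleotide excision repair 5 were higher and 1 was lower (5 higher and 2 lower adjusted over the list alone, adjusted p = 0.49 from camera; 0 higher and 2 lower with median scaling). Of 31 measured p53 targets, 3 were higher and 2 lower with C+50 (3 higher and 2 lower adjusted over the list alone, adjusted p = 0.65 from camera), and PMAIP1, a proapoptotic member of the BCL2 family, rose by 0.33 (standard error 0.06, adjusted p = 7.44e-05, 8 of 9 lines). The 18 measured genes of Table S3, which the study chose on these arrays so that their direction is not independent evidence, were lower in 16 and higher in 2 with A50 alone (16 lower and 2 higher adjusted over the list alone, adjusted p = 6.51e-06 with an estimated correlation). With C+0, 11 of them were lower and none was higher (13 lower and 1 higher adjusted over the list alone, adjusted p = 0.000355 with an estimated correlation).

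The Rad array comes after all other arrays of its line in the order of the samples. A change with Rad therefore cannot be told apart from this order, and label swaps did not exclude chance for the 254 probes called. On the Rad arrays, SNORD14D, a small nucleolar RNA, was lower by 0.34 (standard error 0.04, adjusted p = 1.69e-08 from limma, 9 of 9 lines). CLK1, a kinase of splicing factors, fell by 0.31 (adjusted p = 0.016, 9 of 9 lines), a call that was lost with median scaling (adjusted p = 0.322) and without H128 (adjusted p = 0.0628), H146 (adjusted p = 0.067), H526 (adjusted p = 0.0649) or H69 (adjusted p = 0.0651). C+50 departed from the sum of C+0 and A50 at 3 probes, those of DYRK2 (0.32, standard error 0.06), PLEKHA1 (0.31, standard error 0.06) and CSRNP3 (0.31, standard error 0.06), which were named after their values were seen (adjusted p = 0.0112 each). DYRK2 changed by -0.28 with A50, -0.13 with C+0 and -0.08 with C+50. With median scaling 43 probes departed (42 higher and 1 lower), and the count was 0 without DMS53, H146 or H526, 6 without DMS114 and 8 without H128.

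At baseline, 23 measured neuroendocrine markers had a median difference of 0.84 on the log2 scale between the sensitive and the insensitive lines (adjusted p = 0.00974 from camera, adjusted p = 0.585 with an estimated correlation). With the other set of sensitive lines, which holds DMS114 in place of DMS153, their mean difference was -0.546 (sign from camera). DMS114 was the lowest line for SNAP25 (6.78, others 9.85 to 10.79) and ENO2 (7.55, others 9.15 to 10.27). It was not the lowest for BEX1 (11.99, with H128 at 10.42). Without DMS114 no list passed camera's test at baseline. Of the markers of other cell types, 8 measured squamous and luminal epithelial markers had a median difference of 1.66 (adjusted p = 0.0165 from camera, adjusted p = 0.585 with an estimated correlation). With A50, KRT18 was higher (0.12, adjusted p = 0.0294) and KRT19 (-0.17, adjusted p = 0.0377) and MUC1 (-0.16, adjusted p = 0.0463) were lower among these 8 (1 higher and 2 lower adjusted over the list alone, adjusted p = 0.785 from camera), and with C+50 KRT19 was lower (-0.19, adjusted p = 0.0109; 1 lower adjusted over the list alone, adjusted p = 0.705 from camera). With only the compared arrays fitted, the 3 calls with A50 were lost (adjusted p = 0.121, 0.0605 and 0.097), and so they were in other settings, that of KRT18 without DMS153, H146, H209 or H526 (adjusted p from 0.0539 to 0.136) and with median scaling (adjusted p = 0.878), that of KRT19 without DMS53, H146 or H187 (adjusted p from 0.0953 to 0.198), and that of MUC1 without any 1 line other than DMS53, H69 or H128 (adjusted p from 0.0523 to 0.214). The call of KRT19 with C+50 was lost without DMS53 (adjusted p = 0.0502) or H187 (adjusted p = 0.0564). Fibroblast markers (14 measured) had 0 members past the test in limma with A50 and with C+50, and of 5 measured leucocyte markers 1, CD68, was higher with C+50 (0.19, adjusted p = 0.0318) and 0 with A50. The call of CD68 was lost with median scaling (adjusted p = 0.0762), with only the compared arrays (adjusted p = 0.19), with an ordinary linear model (adjusted p = 0.0518), and without DMS153, DMS53, H146, H526 or H69 (adjusted p from 0.0538 to 0.173).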
